# Extensive 5′-surveillance guards against non-canonical NAD-caps of nuclear mRNAs in yeast

**DOI:** 10.1038/s41467-020-19326-3

**Published:** 2020-11-02

**Authors:** Yaqing Zhang, David Kuster, Tobias Schmidt, Daniel Kirrmaier, Gabriele Nübel, David Ibberson, Vladimir Benes, Hans Hombauer, Michael Knop, Andres Jäschke

**Keywords:** RNA, Transcription

## Abstract

The ubiquitous redox coenzyme nicotinamide adenine dinucleotide (NAD) acts as a non-canonical cap structure on prokaryotic and eukaryotic ribonucleic acids. Here we find that in budding yeast, NAD-RNAs are abundant (>1400 species), short (<170 nt), and mostly correspond to mRNA 5′-ends. The modification percentage of transcripts is low (<5%). NAD incorporation occurs mainly during transcription initiation by RNA polymerase II, which uses distinct promoters with a YAAG core motif for this purpose. Most NAD-RNAs are 3′-truncated. At least three decapping enzymes, Rai1, Dxo1, and Npy1, guard against NAD-RNA at different cellular locations, targeting overlapping transcript populations. NAD-mRNAs are not translatable in vitro. Our work indicates that in budding yeast, most of the NAD incorporation into RNA seems to be disadvantageous to the cell, which has evolved a diverse surveillance machinery to prematurely terminate, decap and reject NAD-RNAs.

## Abstract (web summary)

NAD (nicotinamide adenine dinucleotide) acts as a non-canonical RNA cap structure in bacteria and eukaryotes. Here the authors demonstrate the whole landscape of budding yeast NAD-RNAs which are subject to diverse surveillance pathways, suggesting that NAD caps in budding yeast are mostly dysfunctional.

## Introduction

In eukaryotes, the 5′-terminus of messenger RNAs is protected by a m^7^-guanosine (m^7^G) cap^1^, which modulates pre-mRNA splicing, polyadenylation, nuclear exit, and translation initiation^2^. The cap is hydrolyzed by various decapping enzymes^3^, thereby triggering RNA degradation. Recently, another type of 5′-cap structure was discovered, both in prokaryotes^4–6^ and eukaryotes^7–10^, which is derived from the ubiquitous redox coenzyme NAD. Although in human and plant cells a diverse landscape of NAD-RNAs was found, only 37 RNA species and low abundance were reported in budding yeast^8^, questioning the biological significance of NAD capping in this organism. As the protocol used in this work excluded the small RNA fraction, which had been particularly rich in NAD-RNAs in prokaryotes^4^, we address here the whole landscape of NAD transcripts in yeast using the original NAD captureSeq protocol^11^. We find that NAD-RNAs are ubiquitous (1400 in wild type (WT), several thousands in mutants), most of them being short species (<170 nt). Only very few RNAs are detected with lengths over 250 nt. Ab initio incorporation by RNA polymerase (RNAP) II is found to be the predominant mechanism for NAD incorporation, and for about half of the transcripts, RNAP II uses transcription start sites (TSSs) different from those utilized for m^7^G-capped RNAs of the same gene. A YAAG core promoter motif is found to correlate with efficient transcriptional NAD incorporation. On average, NAD-RNAs are shorter than non-NAD-RNAs. By deleting the (putative) NAD-RNA decapping enzymes Npy1, Dxo1, and Rai1, we identified overlapping populations of RNAs likely decapped by these enzymes. Sequence analysis of total RNA from each mutant strain supports a hierarchical order of NAD-RNA processing, in agreement with the subcellular locations of the enzymes. NAD-mRNAs that escape decapping do not support translation by cytosolic ribosomes in vitro. We propose that (at least for the nuclear transcripts studied here) NAD incorporation into yeast RNA is largely accidental, due to competition of NAD and ATP in transcription initiation. We speculate that the NAD modification is in most cases undesirable to the cell, which first disfavors the synthesis of full-length NAD-RNAs, then decaps them rapidly using a multi-tiered machinery localized in different compartments and—even if they reach full length and escape decapping—ultimately rejects them from ribosomes.

## Results

### Short NAD-RNAs are abundant in yeast

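NAD captureSeq of unfragmented RNA was analysed from the authors' deposited counts for the wild-type (WT) strain BY4742. There were 3 biological replicates of the fully treated sample (+ADPRC) and 3 of the negative control without the enzyme (−ADPRC). The authors trimmed adapters, set very short reads apart, and mapped the rest with bowtie, taking rRNA and tRNA reads out first. They then counted reads per annotated RNA and strand with htseq-count, taking for each mRNA only a region around the translation start, here called its 5′ region. Each table lists 7647 RNAs, of which 6598 are mRNAs. Counted reads ranged from 1761384 to 5702771 in the −ADPRC libraries (median 4692788) and from 1568240 to 6847275 in the +ADPRC libraries (median 2793838). Most of them lay on rRNA and tRNA. The 5′ regions of mRNAs took 0.765% ± 0.0574 (SD, n = 3) of the −ADPRC reads and 2.36% ± 0.558 of the +ADPRC reads, which leaves between 14290 and 39968 mRNA reads per control library. Enrichment was recomputed from the counts with edgeR's quasi-likelihood F test after TMM scaling. An RNA was called enriched by the limits in the legend of Fig. 1a, a fold change above 1.414, a normalized base mean above 1 and an unadjusted p below 0.05. Where none of the 3 control libraries holds a read, only a lower bound of the fold change is given, with 3 reads over the control group as the floor. PCR copies could not be removed, so these bounds cover counting error alone.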

To comprehensively address NAD-RNAs in budding yeast, we isolated total RNA from yeast strain BY4742 and applied the original NAD captureSeq protocol^4^, in which the enzyme adenosine diphosphate-ribosylcyclase (ADPRC) tags NAD-RNAs at the NAD moiety, followed by click-chemistry biotinylation and selective isolation by streptavidin binding. After adapter ligation, reverse transcription (RT), and PCR amplification, amplicons with sizes between 150 and 300 bp were selected by gel electrophoresis; thus, this library represented mostly RNA species with sizes between 20 and 170 nt present in the original sample. Enrichment was determined by quantitative comparison with a minus ADPRC negative control. In this unfragmented library, 1460 RNAs were found to be enriched, with changes reaching up to 1200-fold (Fig. 1a). 

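Of the 2719 RNAs that passed the base mean limit, 1384 (50.9%) were enriched in the WT unfragmented library and 130 were depleted. With p adjusted over all tested RNAs (edgeR, Benjamini-Hochberg, limit 0.05) the numbers are 1083 and 100. For 996 of the enriched RNAs (72.0%) every +ADPRC library lies above every −ADPRC library after TMM scaling. In RNAs not selected on these libraries, chance gives this order in 5%, and either order in 10%. The size of the largest changes rests on the controls. No control read was counted for 832 of the enriched RNAs, 244 have 1 to 3 control reads in all, and 308 have more. Within the last set the largest change is 234-fold (SSC1, chosen after its values were seen) and the median 10.8-fold. Among RNAs without control reads, the highest bound belongs to TEF2, at least 344-fold (1246, 269 and 76 +ADPRC reads), followed by PBI2 at least 115-fold and GDH3 at least 84.1-fold. TEF2 has a near-identical copy, TEF1, so its reads may be shared. Counts of enriched RNAs moved most under the edgeR filter on low counts (filterByExpr), which left 409. Leaving out the deepest library, +ADPRC replicate 1, left 920. From the excess over the control, the paper concludes that RNAs with an NAD cap are abundant in yeast (Fig. 1a).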

Sixty-nine percent of the genome-mapped reads corresponded to mRNA 5′-ends (Fig. 1b), whereas only little enrichment was observed for mRNA fragments starting further downstream (for details and validation, see Supplementary Methods and Supplementary Fig. 1a–d). 

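Among +ADPRC reads on enriched RNAs, 86.2% ± 4.97 (SD, n = 3 replicates, 91.1%, 86.3% and 81.1%) lie in 5′ regions of mRNAs, and 1370 of the enriched RNAs (99.0%) are mRNAs. Very short reads were set apart by the authors before counting and are in neither term of this share. TDH3 holds the most reads of any enriched mRNA, 9.66% of the class, with a log2 fold change of 6.33 (SE 0.36, edgeR adjusted p = 7.31e-64). The denominator moves the mRNA share most: counted over all +ADPRC reads, enriched or not, reads on enriched mRNAs make up 1.53%.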

Small nucleolar RNAs (snoRNAs) and ribosomal RNA (rRNA) fragments comprised 9.6% and 7.1% of the reads, but represented only 2 and 1 different RNA species, respectively. 

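With edgeR, no snoRNA and 1 rRNA, the mitochondrial 21S_rRNA, met the limits in the WT unfragmented library. snoRNAs make up 2.09% ± 0.163 (SD, n = 3) of all +ADPRC reads, but none is above its control level by the test used. DESeq2 called 3 snoRNAs on the same counts (snR35, snR4 and snR81, named after their values were seen), which then hold 14.7% of the reads on enriched RNAs. The 21S_rRNA holds 11.8% ± 4.27 of the reads on enriched RNAs, although its log2 fold change is only 0.84 (SE 0.27, edgeR adjusted p = 0.00797), so its share reflects its abundance rather than strong enrichment. Of tRNAs, 8 were enriched, with 1.81% ± 0.832 of the reads. The 3 with the most reads are copies of one isoacceptor, tP(UGG)L, tP(UGG)A and tP(UGG)H, with log2 fold changes of 3.76, 2.12 and 1.51. Reads of such near-identical copies cannot be assigned with certainty.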

Thirteen percent corresponded to RNA fragments too small for unique genome mapping (12–17 nt, Fig. 1b), many of which showed homology to enriched members of the mRNA 5′-end group (Supplementary Fig. 1e). 

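NAD captureSeq of randomly sheared WT RNA was analysed for 3 +ADPRC and 3 −ADPRC replicates in each of 2 size windows. The authors' mapping and counting, and the tests applied here, are those of the unfragmented libraries. Small fragmented libraries hold 10761551 to 14496588 counted reads without ADPRC (median 11729213) and 11201225 to 26362067 with it (median 13429036). Large fragmented libraries hold 8833425 to 17762583 (median 14933686) and 6187027 to 16324886 (median 11125405). rRNA and tRNA take over 98% of them on average. The mRNA share of the reads differs less between treatments than in unfragmented RNA. It is 0.366% ± 0.0728 (SD, n = 3) without ADPRC and 0.538% ± 0.122 with it in small fragmented libraries, and 0.369% ± 0.0518 and 0.436% ± 0.0431 in large fragmented ones.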

To probe the existence of full-length NAD-capped mRNAs, two additional datasets were generated from total RNA that was random-sheared prior to NAD captureSeq using different size selection windows (small fragmented: 20–170 nt; large fragmented: 170–350 nt). Consistently, these fragmented libraries revealed much lower numbers of enriched species and enrichment values (small fragmented: 145 RNAs, maximum fold change (FC) < 7 (Fig. 1c) and large fragmented: 200 RNAs, maximum FC < 9 (Supplementary Fig. 1f)), mainly due to increased background in the minus ADPRC controls. 

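In the WT small fragmented library 418 of 3377 tested RNAs (12.4%) were enriched and 65 depleted. In the large fragmented library the numbers are 380 of 2869 (13.2%) and 204. By adjusted p (edgeR), 32 and 57 RNAs are enriched, so most calls rest on the unadjusted limit. After TMM scaling every +ADPRC library lies above every −ADPRC library for 331 (79.2%) and 275 (72.4%) of the enriched RNAs, with 5% by chance in unselected RNAs (10% for either order). Other settings move these counts in both directions: by total counts, 836 and 736 RNAs are enriched. With RLE scaling the numbers are 319 and 381, and with DESeq2 129 and 158. Fold changes are smaller than without fragmentation. Among enriched RNAs with more than 3 control reads the largest is 7.80-fold in small fragments (ARC18) and 11.1-fold in large fragments (YDR476C), both named after their values were seen, and the medians are 3.00-fold and 3.37-fold. The paper attributes the lower numbers mainly to background in the −ADPRC controls. The −ADPRC libraries hold 31220 to 54241 mRNA reads in small and 35517 to 58960 in large fragments, and only 64 and 47 enriched RNAs have no control read. These libraries are deeper, and as a share of all reads the control mRNA reads are fewer than in unfragmented WT. The shares are 0.366% and 0.369%, against 0.765%. The +ADPRC share is lower too, 0.538% and 0.436% against 2.36%. The control reads cover more RNAs, however. In WT −ADPRC libraries, 3233 to 3533 RNAs have a count in small and 2569 to 3906 in large fragments. Without fragmentation the range is 896 to 1347. At similar mRNA reads, 31220 in a small fragmented and 36758 in an unfragmented library, the numbers are 3516 and 1277. By this measure the control background is broader after fragmentation. Across 455 and 542 mRNAs, the change from WT to the npy1Δ mutant in the fragmented control reads follows that in the transcriptome (Spearman rho 0.919 and 0.922). Unfragmented control reads follow it as well, across 99 mRNAs (Spearman rho 0.833), so this does not set the fragmented controls apart.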

Extensive overlap was detected between the two fragmented libraries and the unfragmented one (83.8% and 76.0%, respectively; Fig. 1e). 

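Of the RNAs enriched in the WT small fragmented library, 284 of 418 (67.9%, 95% Wilson interval 63.3 to 72.2) were also enriched in the unfragmented library. For the large fragmented library the overlap is 271 of 380 (71.3%, 66.6 to 75.6). The intervals treat RNAs as independent. By adjusted p in all libraries it is 90.6% and 89.5%. Without replicate 1 of the unfragmented +ADPRC libraries it falls to 50.7% and 52.6%. For small fragments the adjusted limit is the largest move, for large fragments this omission.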

Five out of the 12 genes explicitly reported in the previous study^8^ (Supplementary Fig. 1h) overlap with the enriched species in our unfragmented library (COX2, LSM6, ERG2, UBC7, and YJR112W-A) and two with the fragmented library (LSM6 and UBC7; black dots in Fig. 1a, c).

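All 5 genes of the earlier study that the paper lists by name were called in the WT unfragmented library, with unequal evidence. The paper lists them as those enriched in this same library. Calling them again on the same counts does not test the overlap with the earlier study. COX2 (Q0250) rests on 2998, 1938 and 993 +ADPRC reads against 40, 30 and 24 in the controls, a log2 fold change of 5.41 (SE 0.37, edgeR adjusted p = 5.01e-44). ERG2 (YMR202W), UBC7 (YMR022W) and YJR112W-A have 25, 38 and 31 reads over the +ADPRC group and none in the controls, so their fold changes are bounds, at least 5.40, 8.22 and 6.70 (edgeR adjusted p = 0.0380, 0.00696 and 0.00594). LSM6 (YDR378C) has 96 reads, 84 of them in replicate 1. LSM6 and ERG2 lose the call when +ADPRC replicate 1 is left out. In small fragments COX2, LSM6, UBC7 and YJR112W-A were called, with log2 fold changes of 1.17, 1.94, 2.26 and 1.96. Only UBC7 has an edgeR adjusted p below the limit, 0.0431. In large fragments UBC7 alone was called, at 1.40 (edgeR adjusted p = 0.175). Other genes of the earlier study were not examined.

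**Figure D1:**
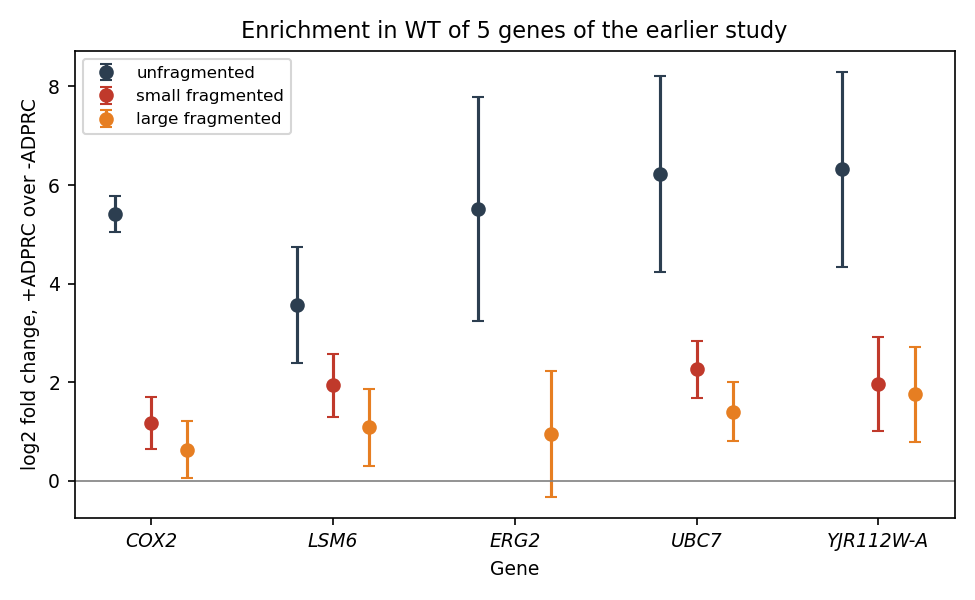
log2 fold change of +ADPRC over −ADPRC libraries of WT (edgeR, 3 replicates per treatment) for 5 genes of the earlier study in unfragmented, small fragmented and large fragmented libraries. Bars show the SE of the fit. A gene below the base mean limit has no point. Where a gene has no control read the fitted value depends on the prior count of the fit.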

**Fig. 1:**
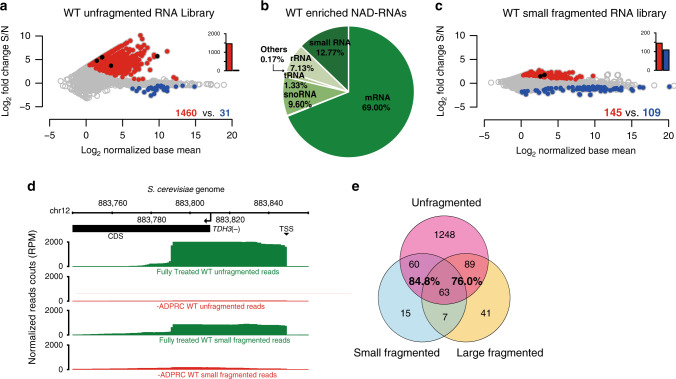
NAD-RNAs are abundant in the yeast *S. cerevisiae*. **a** Enriched NAD-RNAs as determined by unfragmented NAD captureSeq on the wild-type (WT) strain. The log_2_ fold change between fully treated sample (S) and minus ADPRC negative control (N) is plotted vs. the log_2_ normalized base mean. Different transcripts (7620) were analyzed and are represented as a dot. Red dots represent enriched NAD transcripts (fold change (FC) > 1.414, normalized base mean (NBM) > 1, *p* < 0.05); blue dots represent negatively enriched transcripts (FC < 0.707, NBM > 1, *p* < 0.05); black dots denote transcripts previously reported as NAD-capped^8^. The bar chart represents the number of red and blue dots using the same color. Performed in biologically independent replicates, *n* = 3. **b** Reads of enriched NAD-RNA from the WT unfragmented NAD captureSeq library, mapped to genome-annotated RNAs. Chart contains reads classified as genome-annotated RNAs (reads ≥ 18 nt, same statistics parameters as in **a**), plus the self-categorized small RNAs (12 nt ≤ reads < 18 nt, fold change S/N > 1.414). Other categories included the classes pseudogene (0.093%), ncRNA (0.057%), and long-terminal repeat RNA (0.017%). The pie chart represents the number of reads assigned to each RNA class as percentage of total reads. **c** Enriched NAD-RNAs as determined by small fragmented NAD captureSeq on WT strain. Random-sheared total RNA as input and sized selected cDNA (insert < 172 bp) was utilized for library building. Statistics parameters are as in **a**. Performed in biologically independent replicates, *n* = 3. **d** Aligned sequencing reads of the *TDH3* gene are visualized in the integrated genome browser (IGB). The read count was normalized as reads per million genome-mapped reads (RPM). The arrow indicates the transcription direction and the coding sequence is displayed as black bar. The chromosome number and genome locus are denoted at the top. “Fully treated” represents the library with ADPRC treatment, whereas *−ADPRC* stands for the library obtained by omitting this treatment. **e** Venn diagram displaying the intersection of enriched NAD-RNA species among the unfragmented, small fragmented, and large fragmented WT NAD captureSeq libraries. The percent values are defined as number of shared species, divided by the total number of species in the fragmented library. Source data are provided as a Source Data file.

To test whether highly expressed transcripts are generally more likely to be enriched in NAD captureSeq, we compared the enrichment levels observed in the unfragmented NAD captureSeq library with the transcript abundance determined by transcriptome sequencing. This analysis revealed no correlation (Supplementary Fig. 1i).

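Across the 1370 enriched mRNAs of the WT unfragmented library, the log2 fold change and the log2 transcript abundance (5′-region counts of the WT transcriptome) have a Spearman rho of −0.131 (Pearson r = −0.152). The rho differs between single replicates with an SD of 0.0902. Over all 2251 tested mRNAs it is −0.0177, and with coding-sequence counts as abundance it is −0.0953. Genes are not independent replicates, so no p is given. No control read was counted for 830 of the enriched mRNAs, and their fitted fold changes depend on the prior count of the fit. Over the 297 with more than 3 control reads, a set chosen after the other values were seen, the rho is 0.191, so its sign depends on the RNAs used.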

As NAD captureSeq enriches the 5′-ends of NAD-RNAs and sequences in 5′–3′ direction, the overall lengths of transcripts larger than the Illumina read length cannot be reliably inferred from the sequencing reads (Fig. 1d). We therefore carried out the first steps of the NAD captureSeq protocol (until the enriched RNAs were bound to streptavidin) and carried out RT quantitative PCR (RT-qPCR) on two RNA species that were enriched in the fragmented and unfragmented libraries (TDH3 and SED1) using four different primer pairs each. These data revealed roughly equal abundance from the 5′-end through ~300 nt, whereas their 3′-untranslated regions (UTRs) were reduced in abundance by several orders of magnitude (Fig. 2a, green bars). The preferential enrichment of smaller RNAs in NAD captureSeq was also confirmed by Bioanalyzer size analysis of the DNA amplicons (Supplementary Fig. 1j).

**Fig. 2:**
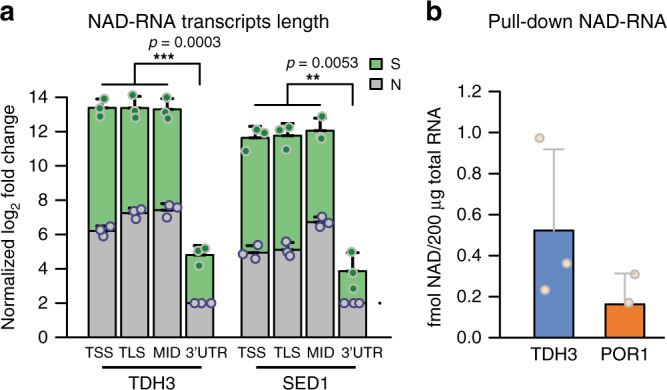
Characterization of NAD-RNAs from WT yeast. **a** qRT-PCR of NAD-RNAs targeting different regions of the gene: the 5′-end including the transcription start site (TSS), the region around the translation start site (TLS), a middle (MID) region around the first in-frame ATG after the TLS, and the 3′-UTR. Green bar heights represent relative transcript numbers in the sample group (+ADPRC), whereas gray bar heights represent the transcripts numbers from the same species in the negative control group (−ADPRC). Log_2_ fold change of TLS, TSS, and MID was normalized to the 3′-UTR of *N* (set as 2). Dots represent the measured values. Error bars represent mean + SD. Performed in biologically independent replicates, *n* = 3. *p*-values are denoted by asterisks: *p < 0.05; **p < 0.01; ***p < 0.001 (the minimum value among TSS, TLS, MID vs. the value from the 3′-UTR, Student’s *t*-test, one-sided). **b** Pulled-down NAD-RNA quantified by LC-MS. NAD-RNAs were estimated by measuring the NAD content, which was determined based on the signal intensity of nicotinamide riboside (NR) (fmol) from NudC-treated pulldown RNA subtracted by NR signal intensities, obtained from RNA not treated with NudC. Performed in biologically independent replicates, *n* = 3. Statistics parameters are as in Fig. 2a. Source data are provided as a Source Data file.

For two transcripts (TDH3 and POR1 mRNA), the 5′-NAD modification was directly identified and quantified by mass spectrometry (MS) after pulldown (Fig. 2b and Supplementary Fig. 1i), confirming the chemical identity of the NAD modification. Thus, NAD-RNAs are abundant, short, and mostly correspond to mRNA 5′-ends in budding yeast.

### Nudix pyrophosphohydrolase Npy1 processes NAD-RNA

In *Escherichia coli*, the Nudix hydrolase NudC acts as an efficient decapping enzyme for NAD-RNA^4,12,13^. The yeast homolog Npy1 is known to hydrolyze the pyrophosphate bond in NAD to yield nicotinamide mononucleotide (NMN) and adenosine monophosphate (AMP)^14^, and was recently suggested as an NAD-RNA decapping enzyme^13^. The only support for this claim was, however, its in vitro processing of a synthetic NAD-RNA 12mer into a product that migrated on HPLC like a 12mer-5′-monophosphate RNA (p-RNA) and the inactivity of an active-site mutant to produce this product^13^. To characterize the in vitro activity of Npy1, we purified the protein from *E. coli* and analyzed its reaction kinetics with an in vitro-transcribed NAD-RNA (a 98 nt 5′-fragment of TDH3 RNA) on acryloylaminophenyl boronic acid (APB) gels, which separate NAD-RNA from p-RNA^15^. Purified Npy1 decapped NAD-RNA without inducing nucleolytic degradation and had no effect on m^7^G-RNA in vitro (Fig. 3a). Furthermore, efficient decapping of NAD-RNA required Mn^2+^ ions (Supplementary Fig. 2a–c). A Npy1 mutant in which a catalytic glutamate was replaced (E276Q) showed no decapping activity (Supplementary Fig. 2d). In addition to NAD-RNA, Npy1 also hydrolyzed NAD into NMN and AMP in a Mn^2+^-dependent manner (Supplementary Fig. 2e), whereas the E267Q mutant was inactive (Supplementary Fig. 2f). Thus, recombinant Npy1 decaps NAD-RNA in vitro.

**Fig. 3:**
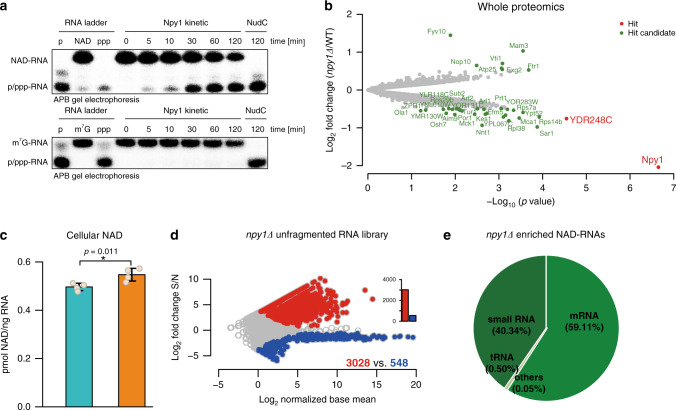
Npy1 affects NAD-RNA in vitro and in vivo. **a** *S. cerevisiae* Npy1 in vitro enzyme kinetics of decapping of 5′-NAD- and 5′-m^7^G modified RNAs was analyzed in the presence of Mn^2+^. A α-^32^P-body-labeled 5′-fragment of TDH3 RNA (98 nt) and a corresponding NAD-RNA control were treated with NudC in the presence of 2 mM Mg^2+^ and 1 mM Mn^2+^, and resolved by APB gel electrophoresis. Three independent experiments were performed, *n* = 3. **b** Whole proteome analysis of cell lysates (WT strain vs*. npy1Δ*). Red dots indicate enriched hits (fold change >1.5 and FDR < 0.05), whereas green dots are hit candidates (fold change > 1.4, 0.05 ≤ FDR < 0.2) and gray dots are proteins without significant change. **c** Quantification of cellular NAD content in WT (blue bar) and *npy1Δ* (orange bar) yeast strains, determined using an enzyme cycling assay. The amount of NAD was normalized to the amount of total RNA determined in cell lysates, obtained from each sample. Error bars represent the mean ± SD. Performed in biologically independent replicates, *n* = 4. *p*-values are denoted by asterisks: *p < 0.05 (Student’s *t*-test, one-sided). **d** Enriched NAD-RNAs in the unfragmented NAD captureSeq library of the Npy1 depletion (*npy1Δ*) strain. Performed in biologically independent replicates, *n* = 3. **e** Reads of enriched NAD-RNA in the *npy1Δ* unfragmented NAD captureSeq library, mapped to genomically annotated RNAs. All parameters as in Fig. 1b. Source data are provided as a Source Data file.

To address whether Npy1 also functions on NAD-RNA in vivo, we investigated a yeast strain lacking Npy1. 

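For the npy1Δ mutant, 3 replicates with and 3 without ADPRC were analysed in each of the unfragmented, small fragmented and large fragmented libraries, next to transcriptome libraries of 3 npy1Δ and 3 WT replicates. The deletion shows in the transcriptome. NPY1 has 1, 1 and 0 reads in its 5′ region in npy1Δ against 35, 51 and 32 in WT, a log2 fold change of −6.08 (SE 0.52). Counted reads range from 3813296 to 6880210 (median 5971108) in unfragmented −ADPRC libraries and from 2980546 to 6235658 (median 5181242) in unfragmented +ADPRC libraries. Small fragmented libraries hold 8824009 to 11059841 (median 9569799) and 7820312 to 12485834 (median 9241257), and large fragmented ones 7550512 to 33878538 (median 9034988) and 5814668 to 11987198 (median 6230135). Transcriptome reads over 5′ regions and other RNAs total 12464058 to 17733417 in WT (median 14017278) and 5740310 to 8456143 in npy1Δ (median 8024718). A single RNA, SCR1, takes 48.2% ± 1.07 (SD, n = 3) of them in WT and 41.4% ± 4.70 in npy1Δ, so the choice of scaling matters. The authors counted transcriptome reads as for the capture libraries and also over coding sequences. Here 5′-region counts were tested with edgeR after TMM scaling, calling changes at an adjusted p below 0.05, and coding-sequence counts served as an alternative.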

In agreement with the yeast SGA database^16^, the absence of Npy1 caused no severe phenotypical changes under a variety of growth conditions (Supplementary Fig. 2g). Although gene expression analysis by transcriptome sequencing indicated changes in abundance for almost 50% of all detected transcripts (Supplementary Fig. 2h), mass spectrometric whole proteome analysis detected only very few proteins with significant (more than twofold) changes in expression, in comparison to the WT strain (Fig. 3b). 

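Of 6920 transcripts tested, 4853 (70.1%) differ between npy1Δ and WT at the adjusted limit (edgeR). By total counts, the setting that moved this share most, it is 80.5%. The largest increases are those of NOP1 (log2 fold change 6.97, SE 0.32), HXT3 (6.85, SE 0.32) and YBL039C-A (6.00, SE 0.19). The largest decreases are those of SFC1, PCK1 and CAT2. PCK1 falls from 6471 ± 829 normalized reads in WT to 2.40 ± 2.35 (SD, n = 3), while CAT2 falls from 313 ± 22.1 to 0 in every npy1Δ library. SFC1 falls from 1191 ± 35.8 to 0.313. All 7 deletion strains differ widely from the same WT libraries, with 1908 to 2361 transcripts changed at least 4-fold. The changes are therefore not assigned to the loss of Npy1. Deleting NPY1 in dxo1Δ, rai1Δ and dxo1Δ rai1Δ changes only 2, 4 and 56 transcripts above a log2 of 0.5, NPY1 included. The protein measurements were not part of the analysed files.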

Deletion of *NPY1* slightly increased the total cellular concentration of NAD (by ~10%, Fig. 3c). 

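In the npy1Δ unfragmented library, 3032 of 5939 tested RNAs (51.1%) were enriched and 563 depleted, 2686 and 444 by adjusted p (edgeR). Every +ADPRC library lies above every −ADPRC library for 2945 of the enriched RNAs after TMM scaling (97.1%, with 5% by chance in unselected RNAs and 10% for either order). The controls hold no read for 1221 of them, 1 to 3 reads for 635 and more for 1176. Among the last the largest change is 263-fold (HTB2), and the highest bound without control reads is at least 368-fold (RPL39), both named after their values were seen. The count depends on 2 libraries: without +ADPRC replicate 1 it is 1975, and without +ADPRC replicate 3 it is 1980. The mRNA share of the +ADPRC reads is 10.3% ± 2.05 (SD, n = 3), against 1.07% ± 0.0960 of the −ADPRC reads.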

When we applied NAD captureSeq to RNA purified from the *npy1Δ* strain, twice as many uniquely mapped RNAs (3028, unfragmented library) were NAD-capped (relative to WT), which were almost half of all detected RNA species (Fig. 3d). 

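For sheared RNA of npy1Δ, 627 of 4739 tested RNAs were enriched and 205 depleted in the small fragmented library, and 411 of 4361 and 320 in the large fragmented one. By adjusted p (edgeR), 172 and 119 are enriched. After TMM scaling every +ADPRC library lies above every −ADPRC library for 540 of the enriched RNAs in small fragments (86.1%) and for 298 in large fragments (72.5%). In RNAs not selected by enrichment the share by chance is 5%, or 10% for either order. The largest changes among RNAs with more than 3 control reads are 11.7-fold (RPS16B) and 16.8-fold (RPS14A), named after their values were seen. Both genes have a near-identical copy with which reads can be shared.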

Consistent with the WT, NAD-RNAs from the *npy1Δ* strain were mostly short transcripts, as only 242 and 226 NAD-RNA species were enriched in the small and large fragmented RNA libraries, respectively (Supplementary Fig. 2i, j). Compared to the WT, a similar proportion of the reads allocated to mRNA 5′-ends in the unfragmented library (59.1%) but three times more on very small RNAs (40.3%), suggesting that Npy1 is involved in the decapping of small NAD-RNAs. rRNAs and snoRNAs disappeared almost completely (Fig. 3e).

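Of the +ADPRC reads on enriched RNAs of npy1Δ, 99.1% ± 0.289 (SD, n = 3) lie in 5′ regions of mRNAs. The 3 replicates (99.3%, 99.2% and 98.8%) all lie above those of WT, for which the exact permutation test gives p = 0.1, its smallest possible value with 3 and 3 libraries. Very short reads are not counted in these shares. With edgeR no rRNA and no snoRNA was enriched in npy1Δ, and DESeq2 called none either. The 21S_rRNA has a log2 fold change of 0.52 (SE 0.25, edgeR adjusted p = 0.0968), just outside the limit on p. tRNAs hold 0.818% ± 0.275 of the reads, most of them on tY(GUA)Q (log2 fold change 1.66, SE 0.36), tP(UGG)L (2.00, SE 0.33) and tQ(UUG)C (0.92, SE 0.31).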

Contrary to our expectations (but as also observed in *Bacillus subtilis*^5^), removal of Npy1 reduced the total amount of NAD attached to RNA by ~60% (Fig. 4a and Supplementary Fig. 2k). We assessed the change in the apparent modification ratio (percentage of an RNA species that carries NAD) transcriptome-wide by integrating transcriptome and NAD captureSeq data, using the enrichment values in NAD captureSeq as proxy (Fig. 4b). This analysis indicated that upon *NPY1* gene deletion, the NAD-modification ratio was reduced for 1013 species, whereas it increased for 164. 

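The apparent modification ratio was recomputed from the counts of the +ADPRC unfragmented libraries and of the transcriptome libraries, 3 per strain and kind, for mRNAs enriched in both strains. Each count was related to the sum over all mRNA 5′ regions of its library, and the captured level was divided by the transcript level. As in the authors' definition, the result was multiplied by k, the total NAD-RNA signal by mass spectrometry. The paper's supplementary values for k (Fig. 4a) average 21.5 ± 0.794 (SD, n = 3) in WT and 6.78 ± 2.27 in npy1Δ, a log2 difference of −1.66. Of 1057 mRNAs enriched in both strains, 667 have a transcriptome base mean above 100, the limit in the legend of Fig. 4b, and were tested with edgeR at an adjusted p below 0.1. k is one number per strain, treated as known in the test, so its error is not in the p-values.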

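The ratio was lower in npy1Δ for 637 of the 667 tested mRNAs (95.5%) and higher for 3, TNA1 (log2 change 1.44), MET30 (1.42) and ADH2 (1.56), all named after their values were seen. The other 27 were not called. At an adjusted p below 0.05 (edgeR), 617 decreases are called. The median log2 change is −1.95, with an SD of 0.27 between replicates. It lies close to the log2 difference of k itself, and k moves every mRNA by the same amount. Without k, the setting that moved the counts most, 109 mRNAs are lower and 19 higher, with a median of −0.29. The median also moves with the scaling and the counted region, to −1.04 with TMM and −1.29 with coding sequences. Of the 18 genes in Fig. 4c, all have a lower ratio with k, 14 of them at an unadjusted p below 0.05 (edgeR), and 11 without it. TDH3 (−2.24, SE 0.32) and POR1 (−2.11, SE 0.35) lie below the median and SED1 (−1.77, SE 0.33) above it. LSM7 (−0.42, SE 0.72) and RSM10 (−0.39, SE 0.78) are outside the tested set, with 18 and 16 reads over the WT +ADPRC group, and rise to 1.25 and 1.27 without k. The title of Fig. 4 states that the loss of Npy1 affects RNAs to different extents. The paper's text holds the ratios, qRT-PCR and in vitro decapping together to be compatible with Npy1 acting on NAD caps in vivo.

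**Figure D2:**
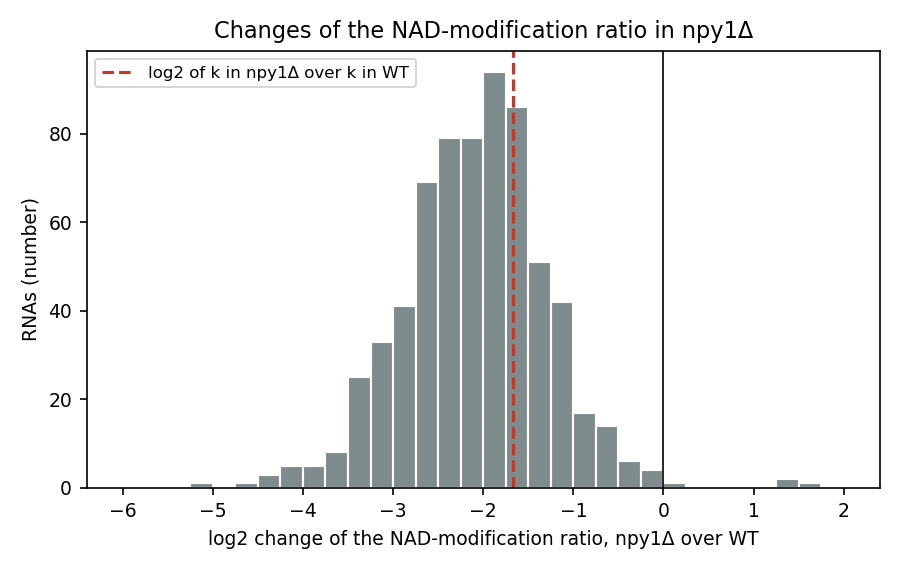
Histogram of the log2 change of the NAD-modification ratio, npy1Δ over WT, of the tested mRNAs (edgeR, 3 +ADPRC and 3 transcriptome libraries per strain). The dashed line marks the log2 difference of k, by which every value is shifted. The solid line marks no change.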

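Across the 667 tested mRNAs, the log2 change of the ratio and the log2 change of expression (npy1Δ over WT) have a Spearman rho of −0.208 (Pearson r = −0.220, SD 0.0136 between replicates). Expression is the denominator of the ratio, so a negative rho arises without any relation. Simulated counts without any change between the strains gave a mean rho of −0.317 over 20 simulations. Where changes in captured level and in expression are unrelated, 1000 permutations give a mean of −0.688 (from −0.744 to −0.636). Neither setting matches the data, in which expression changes widely and the captured level follows it. What rho the shared denominator alone would give here is therefore not known, and no conclusion is drawn from −0.208. With coding-sequence counts as the expression change, the setting that moved it most, rho is −0.278. The captured level itself follows expression closely, with a rho of 0.911 between the 2 changes.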

There was no correlation between expression level (change) and modification ratio (change). 

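Of the 667 mRNAs, 660 (99.0%) have a lower ratio in npy1Δ than in WT when the replicates are averaged. These ratios include k, which alone shifts each log2 change by −1.66. Without it 109 mRNAs are called lower and 19 higher, with a median of −0.29. With k, replicates matched by number give median log2 changes of −2.23, −1.88 and −1.70. The same k enters each of them, and its shift of −1.66 makes up most of each value. Their likeness is therefore largely set by k. The ratios of the 2 strains have a Spearman rho of 0.739, so the ranking of mRNAs is largely kept.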

Plotting the modification ratio of *npy1∆* mutant vs. WT confirmed that the global reduction of NAD modification is not caused by few strongly reduced species that override the effects of many weakly increased ones. 

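A straight line of the npy1Δ ratio on the WT ratio over the tested mRNAs has a slope of 0.170 (SD 0.0129 between replicates), and a line through the origin 0.207. Both use k. Without k the slope is 0.539, the largest move among single settings. Through the origin without k, a combination chosen after the values were seen, it is 0.655. Since k multiplies all ratios of a strain, it scales the slope by the ratio of the strains' k.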

The slope <1 (0.61) of this plot confirms that, on average, the modification in the *npy1∆* mutant is lower than in the WT (Supplementary Fig. 2l). To independently support the decreased modification ratios in the npy1∆ mutant derived from NAD captureSeq, we quantified 18 different RNAs by quantitative RT-PCR (qRT-PCR) in the unfragmented cDNA libraries of sample (S) and negative control (N) for WT and mutant strain. After normalization of the cp values to the same amount of input RNA in WT and *npy1∆*, and background subtraction, NAD-modification ratios below 5%, in most cases between 1% and 3% were determined (Fig. 4c). Those 16 genes with decreased NAD modification showed indeed reduced PCR amplification, whereas those two with increased modification (LSM7 and RSM10) PCR-amplified stronger (Fig. 4c). To test whether this increased modification ratio of the latter two transcripts might indicate that they are particularly good substrates for Npy1, being severely depleted in RNA preparation from cells containing this enzyme, we analyzed their decapping in vitro. Indeed, LSM7 and RSM10 were hydrolyzed much faster than TDH3 (Fig. 4d, e). Collectively, these data are consistent with a role of Npy1 in processing NAD caps in vivo.

**Fig. 4:**
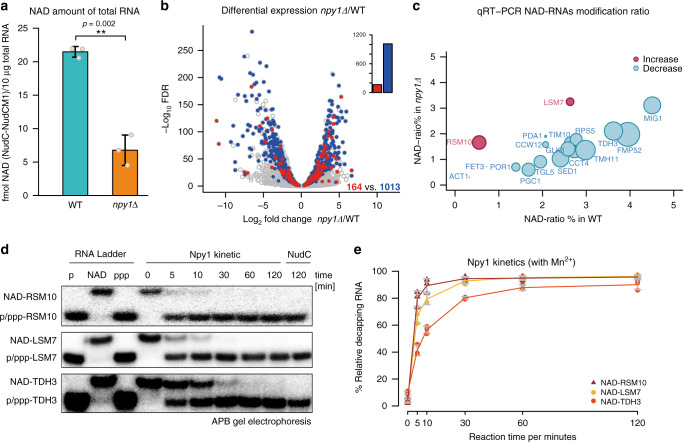
RNAs are affected differently by Npy1 deletion. **a** Quantification of NAD-RNA from total RNA by LC-MS. Integrated NAD content, which was determined via the NR signal intensity (fmol) from washed and NudC-treated total RNA (10 µg), while subtracting the NR signal intensity obtained from RNA treated with a NudC mutant. Dots represent individual biological triplicate measurements. Error bars represent mean ± SD. Performed in biologically independent replicates, *n* = 3. *p*-values are denoted by asterisks: **p < 0.01 (Student’s *t*-test, one-sided). **b** Volcano plot of transcripts comparing WT with *npy1Δ* samples by RNA expression level and NAD-modification ratio. The log_2_ fold change of transcript abundance from transcriptome sequencing (*npy1Δ* vs. WT) is plotted versus the log_10_ false discovery rate (FDR). Different transcripts (7620) were analyzed and represented as dots. Red dots represent RNAs for which the NAD ratio increased upon *NPY1* gene deletion according to NAD captureSeq (NAD ratio: *npy1Δ* > WT > 0, transcriptome normalized base mean >100, *p* < 0.05, FDR < 0.1), and blue dots represent RNAs for which the NAD ratio decreased (NAD ratio: WT > *npy1Δ* > 0, transcriptome normalized base mean >100, *p* < 0.05, FDR < 0.1). **c** Bubble plot of the relative NAD-modification ratio of 18 RNA species, as determined by qRT-PCR. Blue bubbles represent RNAs for which the NAD-modification ratio decreased upon *NPY1* gene deletion, whereas red bubbles show those with increased NAD-modification ratio. The bubble size indicates the extent of the relative change. **d** Npy1 in vitro kinetics of decapping different NAD-RNAs. NAD-RSM10 (5′-end fragment, 107 nt), NAD-LSM7 (5′-end fragment, 30 nt), and NAD-TDH3 (5′-end fragment, 99 nt) were assayed. All conditions as in Fig. 3a with the exception of a twofold higher enzyme concentration. Three independent experiments were performed, *n* = 3. **e** Quantification of Npy1-mediated 5′-NAD decapping over time, as shown in Fig. 4d. Error bars represent the mean ± SD. Three independent experiments were performed, *n* = 3. Source data are provided as a Source Data file.

### Npy1, Rai1, and Dxo1 influence the NAD-RNA landscape

The non-Nudix enzymes Rai1 and Dxo1 were previously reported to decap NAD-RNA in vitro and in vivo by a mechanism different from Npy1, namely by removal of the entire NAD moiety en bloc^7,17^. To compare the influence of all three enzymes on the global NAD-modification landscape of RNAs in vivo, we created all possible combinations of *rai1Δ*, *dxo1Δ*, and *npy1Δ* deletion mutants. 

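Unfragmented NAD captureSeq and transcriptome libraries of all 7 deletion strains were analysed, with 3 replicates per strain and treatment. The authors' processing is the one described for npy1Δ, and comparisons with WT use the same 3 WT transcriptome libraries throughout. Each deletion was checked in the coding sequence. Over 12 transcriptome libraries with and 12 without each deletion, NPY1 has at most 14 reads where deleted and at least 430 where present, DXO1 at most 18 and at least 89, and RAI1 at most 5 and at least 368. Counted reads of the 48 unfragmented libraries range from 470978 to 29300164 (median 4731919). The mutants other than npy1Δ have transcriptome totals from 4926021 to 9863439. Strains were sequenced in several runs. WT shares its runs with npy1Δ alone, so that comparisons of the other mutants with WT also compare runs. The mRNA share of −ADPRC reads is 0.102% to 0.297% in those mutants and from 0.701% in WT, a difference in which run and strain are not separated. Enrichment is measured within each strain, against controls of the same run.

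**Figure D3:**
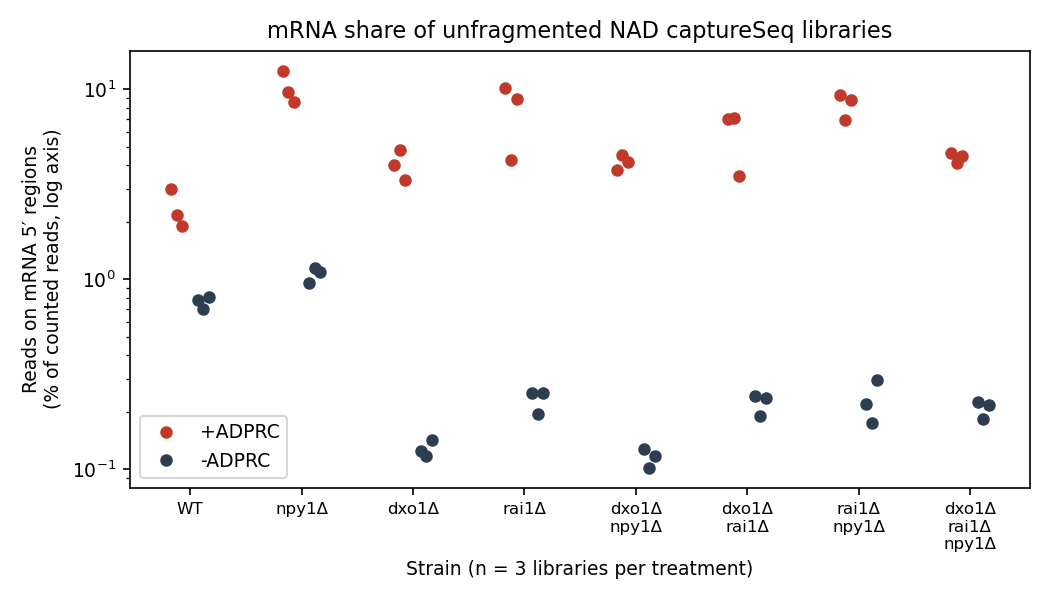
Share of counted reads in 5′ regions of mRNAs in each unfragmented NAD captureSeq library of the 8 strains, 3 replicates with (+ADPRC) and 3 without the enzyme (−ADPRC), on a log axis.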

Phenotypically, the removal of Rai1 (from the WT and from mutant strains) had the strongest negative effect on growth in normal medium and in the presence of increasing concentrations of ethanol (Fig. 5a and Supplementary Fig. 3a). 

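Compared with WT, between 1044 and 1345 transcripts are at least 4-fold higher and between 864 and 1028 at least 4-fold lower in the 7 mutants (edgeR, adjusted p below 0.05). These totals are 27.6% to 33.7% of the tested transcripts. The smallest total, 1908, belongs to npy1Δ, which was sequenced in the run of WT, and the largest, 2361, to rai1Δ, sequenced in another run. Scaling by total counts moves the totals most, to 3061 in npy1Δ and 3735 in rai1Δ. All 7 comparisons use the same WT libraries, so a difference of those 3 libraries from other WT cultures would enter each of them.

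**Figure D4:**
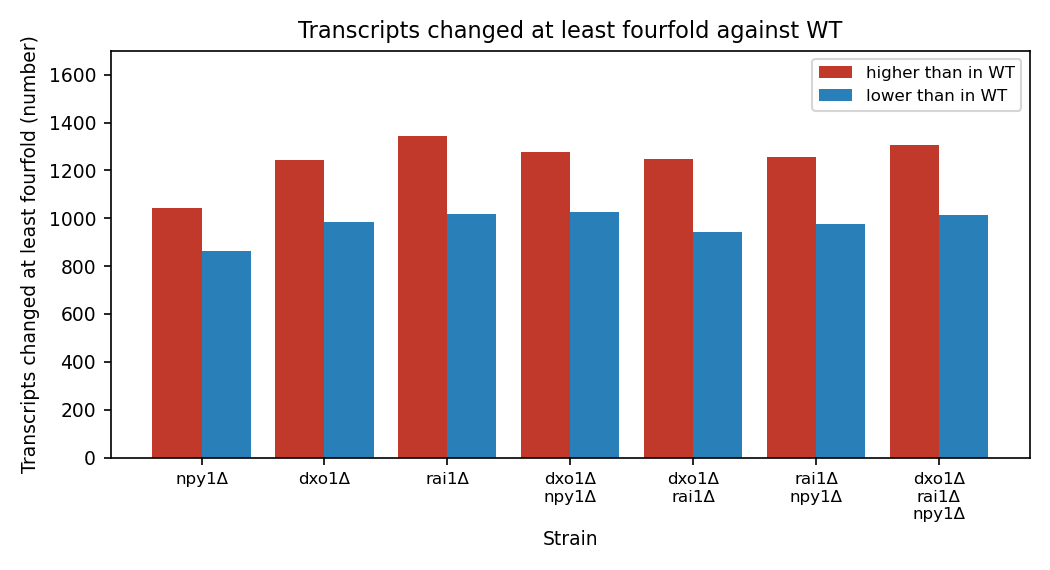
Number of transcripts at least 4-fold higher or lower than in WT in each mutant (edgeR, adjusted p below 0.05, 3 transcriptome libraries per strain). All comparisons share the 3 WT libraries.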

On the transcriptome level, we detected in all mutant strains ~1000 upregulated and ~1000 downregulated RNA species (at least fourfold, relative to WT), together corresponding to ~30% of all mRNAs (Supplementary Fig. 3b). 

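At least 4-fold changes against WT occur in 2798 transcripts in one or more of the single mutants npy1Δ, dxo1Δ and rai1Δ. Of these, 1553 (55.5%, 95% Wilson interval 53.7 to 57.3) change in all 3 mutants, 590 (21.1%) in 2 and 655 (23.4%) in 1. With coding-sequence counts, the setting that moved it most, the overlap is 63.5%. The log2 fold changes of the mutants have Spearman rho of 0.934 (npy1Δ and dxo1Δ), 0.920 (npy1Δ and rai1Δ) and 0.958 (dxo1Δ and rai1Δ). Comparisons that share their control are correlated even without an effect. In 20 simulations of unchanged strains against shared WT libraries the mean rho is 0.467, and no transcript reached a 4-fold change in all 3. The large overlap is thus not produced by chance values of the shared libraries, but it does not separate an effect of the deletions from a property of the WT cultures.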

There was over 60% overlap in regulated genes between the three different single-knockout mutants, whereas ~600 genes were selectively regulated by only one decapping enzyme (Supplementary Fig. 3c). 

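Effects of a further deletion were computed between mutants at an adjusted p below 0.05 (edgeR), with limits of 2 and 0.5 on the absolute log2 fold change. Deleting NPY1 in dxo1Δ changes 1 transcript above 2, NPY1 itself (−4.32), and 1 more above 0.5, YGL069C (1.60), which lies near NPY1. In rai1Δ the calls are NPY1 (−4.14), tL(CAA)N (2.05), YIR043C (1.02) and YLR154W-E (−1.30). In dxo1Δ rai1Δ, 56 transcripts change above 0.5, and above 2 NPY1 (−4.38), tL(CAA)N (2.11), YLR154W-E (2.57) and TOP3 (2.97). Deleting DXO1 in rai1Δ changes 48 above 0.5, and above 2 DXO1 (−5.23), its neighbour CTS2 (3.34), TEL02R (−2.87) and YLR154W-E (−2.76). In rai1Δ npy1Δ it changes 8 above 0.5, and above 2 only DXO1 (−6.41) and CTS2 (2.54). RAI1 deletion changes more transcripts, 43 above 2 and 913 above 0.5 in dxo1Δ, and 60 and 1553 in dxo1Δ npy1Δ. Names outside the genes the paper discusses were chosen after their values were seen. In npy1Δ the counts for DXO1 (205 and 1745) and RAI1 (258 and 2282) are larger, but there the strains compared come from different sequencing runs. Small counts depend on the setting. For DXO1 deletion in rai1Δ above 0.5, total counts give 265 and coding sequences only DXO1 itself, and DESeq2 leaves no call above 2 for it or for NPY1 deletion in dxo1Δ rai1Δ.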

A systematic analysis of the effect of the deletion of one particular enzyme in WT and mutant strains revealed high agreement within one group (e.g., all strains carrying a deletion of the *NPY1* gene), and the strongest global effect on RNA expression was noticed for removal of *RAI1* (Fig. 5b). 

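In dxo1Δ, 3610 of 4132 tested RNAs (87.4%) were enriched in the unfragmented library, and in rai1Δ 2634 of 3891 (67.7%). By adjusted p (edgeR) the counts are 3609 and 2547. After TMM scaling every +ADPRC library lies above every −ADPRC library for 3539 (98.0%) and 2464 (93.5%) of them, with 5% by chance in unselected RNAs (10% for either order). The controls of these strains hold few mRNA reads, 4788 to 8367 per library in dxo1Δ, and 2645 enriched RNAs of dxo1Δ and 1516 of rai1Δ have no control read at all. With more than 3 control reads the largest change in dxo1Δ is 1002-fold (CCW12, named after its value was seen). Library totals differ, so all libraries were also thinned to the smallest of them. At that depth, 474 RNAs are enriched in WT, 1193 in dxo1Δ and 1626.4 in rai1Δ (means of 5 draws). With mRNA reads also made equal within each treatment, the means are 315.4, 1713 and 1498, so the excess over WT is not due to depth. In rai1Δ the count depends on a single library, falling to 1151 without +ADPRC replicate 2. With RLE scaling that count is 3987, and the TMM factors of its −ADPRC replicates are uneven, from 0.146 to 1.45.

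**Figure D5:**
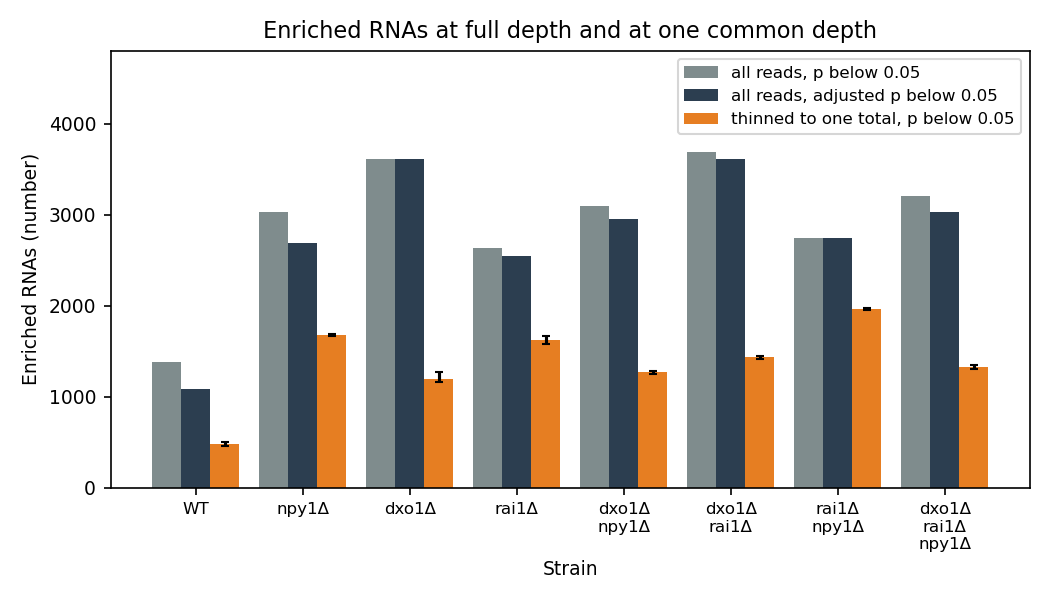
Number of enriched RNAs per strain in unfragmented libraries (edgeR, 3 +ADPRC and 3 −ADPRC libraries) by unadjusted p, by adjusted p, and by unadjusted p after thinning every library to the smallest library total. Bars on the last show the lowest and highest of 5 draws.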

Analysis of total RNA isolated from the knockout mutants by NAD captureSeq revealed enrichment of more than half of all detected RNA species (3765 in *dxo1Δ*; 3810 in *rai1Δ*), indicative of their modification with NAD. 

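The double mutants have 3096 (dxo1Δ npy1Δ), 3689 (dxo1Δ rai1Δ) and 2746 (rai1Δ npy1Δ) enriched RNAs and the triple mutant 3200, of 4619, 4955, 3297 and 5330 tested. By adjusted p (edgeR) the counts are 2946, 3608, 2744 and 3024. After TMM scaling the +ADPRC libraries lie above all −ADPRC libraries for 2893, 3601, 2658 and 3065 of them, where 5% of unselected RNAs would by chance (10% for either order). The highest single mutant is dxo1Δ with 3610. Under other settings dxo1Δ npy1Δ, dxo1Δ rai1Δ and the triple mutant all lie above it, with 4719, 4363 and 4296 against 4120 with RLE, 4791, 4461 and 4695 against 4085 by total counts and 4384, 3892 and 3880 against 3693 with DESeq2, while rai1Δ npy1Δ stays below it (3193, 3114 and 2669). At one depth, thinning gives 1268.8, 1431.6, 1964.4 and 1324.6 (means of 5 draws), so that rai1Δ npy1Δ, which has the smallest libraries, ranks first instead of last and lies above the highest single mutant, npy1Δ with 1674.2. With equal mRNA reads within each treatment, dxo1Δ npy1Δ ranks first with 1880.4, followed by rai1Δ npy1Δ with 1822.4, and the highest single mutant is dxo1Δ with 1713. Counts of enriched RNAs therefore do not rank the strains independently of depth.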

No significant further increase was observed in the double- and triple- deletion strains (Fig. 5c). 

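Reads on enriched RNAs of the triple mutant lie almost entirely in 5′ regions of mRNAs, 99.9% ± 0.0207 (SD, n = 3), by edgeR. The exact permutation test against WT gives p = 0.1, the smallest value possible with 3 and 3 libraries. No snoRNA, rRNA or tRNA was called. DESeq2 called the mitochondrial 21S_rRNA and 15S_rRNA, and the mRNA share is then 97.5%. Of all +ADPRC reads in this strain, called or not, mRNAs hold 4.39% ± 0.286, snoRNAs 0.438% ± 0.0273, rRNAs 25.3% ± 0.423 and tRNAs 69.8% ± 0.685. The split between classes thus depends on which abundant RNAs pass the limits. In dxo1Δ, where 8 rRNA entries and 14 snoRNAs were called, mRNAs hold 36.6% ± 1.92 and rRNAs 62.7% ± 1.93, and in rai1Δ npy1Δ the shares are 52.8% ± 1.45 and 46.0% ± 1.45. The rRNA entries overlap in the annotation, so some of their reads are counted more than once.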

In the triple-knockout *dxo1Δ rai1Δ npy1Δ*, only mRNA fragments (63%) and small RNAs (35%) were detected by NAD captureSeq (Fig. 5d). 

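Ribosomal protein genes stand for the translation term here. Among the 250 RNAs with the largest fitted fold change there are 22 such genes in npy1Δ (adjusted p = 7.68e-07), 55 in dxo1Δ (4.43e-30), 22 in rai1Δ (4.54e-04), 24 in dxo1Δ rai1Δ (7.72e-07) and 68 in rai1Δ npy1Δ (4.99e-38), by Fisher's exact test against all tested mRNAs, adjusted over the 8 strains. In the triple mutant there are 7 and in WT 13 (adjusted p = 1 and 0.337, Fisher's exact test), and dxo1Δ npy1Δ shows no excess either (adjusted p = 0.191, Fisher's exact test). Fitted values of RNAs without control reads depend on the prior count, and the number of tested ribosomal protein genes without control reads differs between strains, with 54 in WT, 43 in rai1Δ npy1Δ, 38 in dxo1Δ, 17 in rai1Δ, 15 in dxo1Δ rai1Δ, 13 in npy1Δ and fewer in the other 2 mutants. These ranks are therefore not set against each other between strains, though WT, with the most such genes, shows no excess. With control reads raised to at least 3 per group, a ranking chosen after the first was seen, the top 250 hold 62 in npy1Δ, 94 in dxo1Δ, 88 in rai1Δ, 82 in dxo1Δ npy1Δ, 91 in dxo1Δ rai1Δ, 92 in rai1Δ npy1Δ and 76 in the triple mutant (highest adjusted p = 8.01e-48, Fisher's exact test), and WT shows no excess (0.118). Such bounds grow with the +ADPRC reads. Ranked by +ADPRC reads, the top 250 hold 95 in the triple mutant and 8 in WT.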

Unlike the WT, the top 250 enriched NAD-RNA species of all mutants functionally clustered (by Gene Ontology terms) as rRNA metabolic process and translation (Supplementary Fig. 3e). Thus, our analysis of the *rai1Δ*-, *dxo1Δ*-, and *npy1Δ*-knockout strains may be consistent with a role of the affected gene products in processing NAD capping, but by no means demonstrative evidence.

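Of the 1384 RNAs enriched in WT, 797 (57.6%) are enriched in all 3 single mutants as well. From its analysis of the deletion strains the paper holds a role of the 3 enzymes in processing NAD caps to be possible. It adds that this is no proof (Fig. 5). Enrichment in each strain is relative to its own control, so it does not measure how much NAD-RNA a strain contains.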

**Fig. 5:**
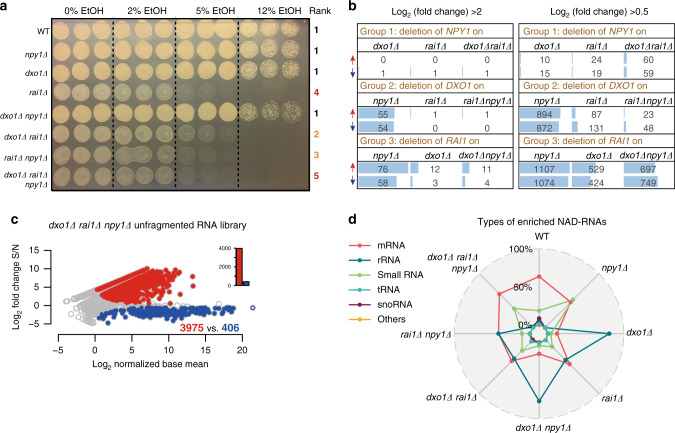
Enzyme deletions influence the NAD-RNA landscape. **a** Growth phenotype of the WT and mutant yeast strains in the presence of different ethanol concentrations. The rank of approximate growth density is given on the right side. Each condition was tested in triplicates. Strain names are denoted on the left. **b** Effect of the deletion of one particular enzyme in different strains on the upregulation (red arrows) or downregulation (blue arrows) of RNA species, assessed by transcriptome sequencing. Group 1 summarizes the deletion of the *NPY1* gene from the single mutants (*dxo1Δ*, *rai1Δ*) and from the double mutant (*dxo1Δ rai1Δ*). Groups 2 and 3 show deletion of the *DXO1* gene and of the *RAI1* gene, respectively. The number of RNA species with log_2_FC > 2 is shown on the left panel, whereas with log_2_FC > 0.5 is shown on the right panel. **c** Enriched NAD-RNAs in the unfragmented NAD captureSeq library of the *dxo1Δ rai1Δ npy1Δ* strain. All parameters are as in Fig. 1a. Performed in biologically independent replicates, *n* = 3. **d** Radar plot of the distribution of different classes of enriched NAD-RNAs (in %) in different deletion strains. The colors indicate the type of RNAs, enumerated on the left. Source data are provided as a Source Data file.

### NAD-RNAs have distinct TSSs

The above analysis suggested that the landscape of NAD-RNA transcripts is shaped by (at least) four enzymes as follows: RNAP II, Rai1, Dxo1, and Npy1. Using the deletion mutants, we first analyzed transcriptional preferences. Although the sequencing read profiles of some RNAs revealed homogenous 5′-ends (indicative of a defined TSS), others showed irregular patterns suggesting pervasive transcription or multiple TSSs (see Fig. 1d and Supplementary Fig. 4a for examples). From the NAD captureSeq data, we selected all significantly enriched RNAs starting with an A which had homogenous 5′-ends (“sharp A” selection). When we compared our experimentally determined 5′-ends of these NAD-RNAs with published next-generation sequencing (NGS)-derived and 5′-rapid amplification of cDNA end-validated TSSs for canonical (i.e., non-NAD-) RNAs^18^, for nearly half of all species the 5′-ends differed (Fig. 6a, b). For the WT strain, 98 RNAs were observed in which the 5′-transcript leader (TL) sequences were longer than in the database, whereas 63 species got shorter, in some cases by more than 100 nt (Fig. 6c). This TL length change was not only observed in the WT strain (in both unfragmented and fragmented libraries, Fig. 6c and Supplementary Fig. 4b, c), but also in all mutants, including the *dxo1 ∆rai1∆ npy1∆* triple mutant (Fig. 6b and Supplementary Fig. 4d), suggesting that RNAP II might select a different TSS for initiating transcription with NAD instead of ATP, compared to the canonical TSS^19,20^. The changed TL length upon NAD incorporation could be corroborated by qRT-PCR with primers targeting either our NAD captureSeq-observed TSS or the canonical ones from the database, comparing the RNAs enriched in NAD captureSeq with a non-enriched total RNA preparation (Fig. 6d). Thus, NAD-RNAs tend to have longer TL sequences than non-NAD-RNAs, indicative of their synthesis starting at a more distal TSS.

**Fig. 6:**
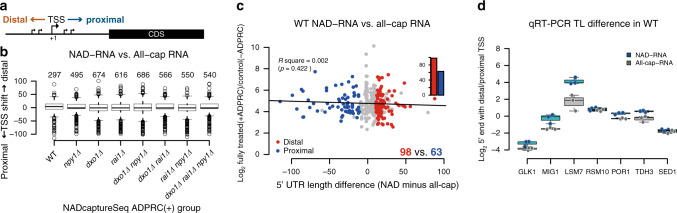
NAD-RNAs have longer 5′-UTRs than non-NAD-RNAs. **a** Scheme of TSS shifting in proximal or distal direction. **b** Global TSS shifting between NAD-RNA (according to NAD captureSeq, unfragmented libraries) in all strains and canonical RNA (according to the dataset of Nagalakshmi et al.^18^). The boxplot shows from bottom to top minimum (Q1–1.5 interquartile range (IQR, 25–75%)), first quartile (Q1, 25%), median (solid line, 50%), third quartile (Q3, 75%), maximum (Q3 + 1.5 IQR), and outliers (black dots). The numbers above each box group indicates the number of RNA species analyzed in the corresponding strain. **c** Detailed TSS shifting between NAD-RNA and All-cap RNA in WT strain, 5′-UTR length difference denotes NAD-RNA 5′-UTR length minus canonical (all-cap) RNA 5′-UTR length. Red dots represent NAD-RNA species with distal TSS ( > 10 nt difference) and blue dots represent NAD-RNA species with proximal TSS ( > 10 nt difference). FDR_wilcox_ < 0.1. The sample size (*n*) is 347. The black line represents the linear correlation between 5′-UTR length and NAD-RNA enrichment level. **d** qRT-PCR with different primer pairs confirming different transcript leader (TL) lengths between NAD-capped RNAs (enriched fraction from NAD captureSeq library, blue boxes) and all-capped RNAs (from non-enriched input RNA, gray boxes). The boxplot displays the log_2_ of the ratio of the number of transcripts derived from the distal TSS to that from the proximal TSS. The layout of boxplot is as defined in **b**. Dots represent individual biological triplicate measurements. Source data are provided as a Source Data file.

### A YAAG promoter motif supports NAD incorporation by RNAP II

We supposed that analysis of the *dxo1∆ rai1∆ npy1∆* triple-knockout mutant strain would reveal the least biased information about the factors that govern transcriptional NAD incorporation by RNAP II. We mapped nucleotides −10 to +10, relative to the RNA 5′-end inferred from the NAD captureSeq reads, for the 25 most enriched “sharp A” NAD-RNAs (log_2_FC > 8, false discovery rate (FDR) < 0.00002) and for appropriate control groups (i.e., RNA species not enriched in NAD captureSeq). In the enriched fraction, we observed a highly conserved motif YAAG (with the first A being the 5′-terminal nucleotide of the transcript, i.e., the site where the NAD is incorporated), followed by an A-rich stretch of lower significance, whereas in the non-enriched fraction no preferences were found (Fig. 7a). The motif was not observed when for the same top 25 candidate RNAs the published canonical TSSs^18^ were mapped (Fig. 7b). When for those 25 genes all TSSs listed in the yeast TSS database^21^ (top 5 abundant TSSs per gene) were analyzed, only a YA motif^22^ was identified (Supplementary Fig. 5a). However, when only the TSS (from this database) closest to our observed one was utilized, the YAAG motif appeared prominently (Supplementary Fig. 5b). This analysis implies that our identification procedure revealed real TSSs and further supports the assumption that transcriptional NAD incorporation is the predominant biosynthetic pathway to furnish NAD-RNAs. The YAAG motif was also observed (although less prominently) in the top 100 and 200 enriched RNAs, and its prominence decreased with decreasing NAD captureSeq enrichment values (Supplementary Fig. 5c, d). It could also be detected in WT and all mutant strains, whereby generally the significance decreased with increasing number of decapping enzymes present (Supplementary Fig. 5e–k). The motif was not observed when the NAD captureSeq-enriched snoRNAs or transfer RNAs (tRNAs) were mapped (Supplementary Fig. 5l, m), suggesting that these candidates may have a different biogenesis. To exclude the possibility that the motif reflects a bias introduced by the enzymes applied in NAD captureSeq (ADPRC, reverse transcriptase, terminal deoxynucleotidyl transferase, two ligases), we mapped the top 25 enriched sequences from our previously published *E. coli*, *B. subtilis*, and *Staphylococcus aureus* NAD captureSeq datasets by the same procedure, finding neither YAAG nor an A-rich tail (Supplementary Fig. 5n–p). Further analysis revealed that this motif constitutes a fraction of known “good” RNAP II core promoter sequences, having all conserved features^23–25^, namely: (1) being A/T-rich between positions −30 and +10, (2) a switch from T-rich to A-rich in the coding strand around position −8, (3) a pyrimidine at position −1, and (4) an A at position +1. In addition, two specific features distinguish good NAD-incorporating promoters, namely a slightly increased probability for an A at position +2 and a strongly conserved G at +3.

**Fig. 7:**
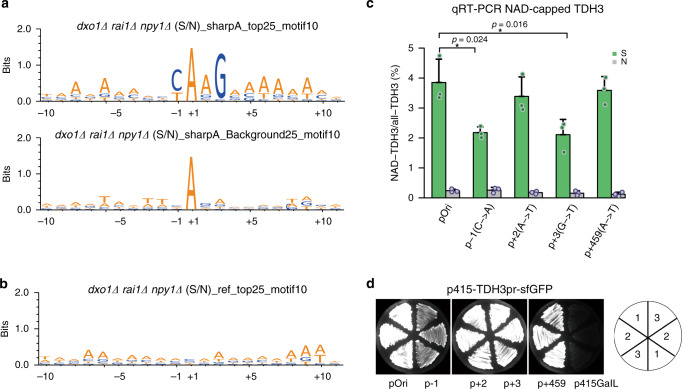
NAD incorporation by RNAP II is promoter dependent. **a** Motif analysis of the −10 to +10 region around the TSS based on NAD captureSeq data. Top25 and background25 represent the 25 NAD-mRNA species with the highest enrichment values and the 25 most abundant, but not significantly enriched mRNA species (0.707 ≤ S/N ≤ 1.414) with a *sharp A* feature at position +1 (TSS) in the *dxo1Δ rai1Δ npy1Δ* strain. S/N is the enrichment of NAD-RNA in the sample group (+ADPRC) compared to the negative control group (−ADPRC). *Sharp A* means an “A” at position +1 with a more than three-fold higher signal than that of the nucleotide in the −1 position. The letters, representing the four nucleobases, were colored dark orange for A/T and blue for G/C. **b** Motif analysis of the same Top25 enriched RNA species, using the canonical TSS from Nagalakshmi dataset^18^. **c** Quantification of the NAD-modification ratio using the *TDH3* gene promoter and the relevant mutant promoter sequences in vivo. The height of the green bar indicates the TDH3 RNA NAD-modification ratio in the sample group (+ADPRC), whereas the gray bar denotes the same in the N group (−ADPRC). The pOri represents the original TDH3 promoter and promoter mutants are enumerated below the bar chart. Dots represent biological triplicates and error bars represent SDs. *p*-values are denoted by asterisks: *p < 0.05 (Student’s *t*-test, one sided). **d** Expression of sfGFP under a *TDH3* gene promoter or relevant promoter mutants in vivo. pOri, *p* − 1, *p* + 2, *p* + 3, and *p* + 459 are the same as in Fig. 7c. p415GalL is negative control strain for background. All strains were cultured in biological triplicates, *n* = 3. Source data are provided as a Source Data file.

To test whether this motif actually modulates NAD incorporation by RNAP II in vivo, we deleted gene *TDH3*, a highly enriched NAD-RNA observed in every strain, and added a low-copy plasmid in which we inserted a DNA fragment containing the 600 bp upstream of the *TDH3* gene, containing the entire promoter region, plus the first 54 bp after the experimentally observed TSS of the TDH3 RNA (39 nt 5′-UTR, 15 nt coding sequence), followed by the ORF of *superfold-GFP* to monitor gene expression (Supplementary Fig. 5q). Mutants were prepared in which the Y at position −1, the A at position +2 and the G at position +3 were individually varied. An additional mutant was generated in which all A’s in the tail region (+4, +5 and +9) were replaced. Cells were transfected with these plasmids, and harvested around OD_600_ = 0.8. Total RNA was isolated, treated with ADPRC, followed by click biotinylation, streptavidin purification, and RT. qPCR with gene-specific primers was used to assess the percentage of NAD-modified TDH3 RNA in each strain, using pure synthetic spike-in NAD-RNA and ppp-RNA, to ensure equal reactivity of each sample. This analysis revealed indeed strong (~2-fold) reduction of relative NAD incorporation upon mutating positions −1 and +3, whereas for positions +2 and the A-rich tail the observed effects were not statistically significant (Fig. 7c and Supplementary Fig. 5r). Quantification of green fluorescent protein (GFP) expression levels revealed that mutating position −1 significantly decreases both NAD-RNA and non-NAD-RNA, whereas mutating position +3 modulates exclusively NAD-RNA (Fig. 7d and Supplementary Fig. 5s). Thus, a specific promoter sequence and particularly a G at position +3 are responsible for efficient NAD incorporation in vivo.

### Most NAD-RNAs are 3′-truncated

The observation that most yeast RNAs enriched in NAD captureSeq are much shorter than full-length mRNAs and their preferential mapping to mRNA 5′-ends lead us to ask whether there is an influence of NAD incorporation on the transcript length. Globally, we determined the percentage of mRNA-mapped full-length reads for WT and all mutants and compared this value for sample (+ADPRC, S) and negative control (−ADPRC, N). After normalization to non-enriched species, in all eight libraries the sample group contained less full-length reads than the negative control and more abortive fragments (Supplementary Fig. 6a). At the individual transcript level, we determined for the highly expressed (and enriched) TDH3 RNA the transcript start and end nucleotide analyzing each read individually^26^. According to this analysis, both S and N groups feature the same dominating TSS (Fig. 8a, b, histogram on top), whereas a dramatically different abundance and size distribution of truncated 3′-ends was observed between S group and N group. The proportion of full-length Illumina reads with identical TSS differed by a factor of 2.7 (33.4% in S and 88.8% in N, Fig. 8a–b, histograms to the right of the two-dimensional plot). Although the reasons for this increased proportion of 3′-truncated NAD-RNAs remain unclear, these findings may suggest that unidentified quality control (QC) mechanisms detect NAD incorporation into RNA as an error quite early and interfere with efficient transcript elongation.

**Fig. 8:**
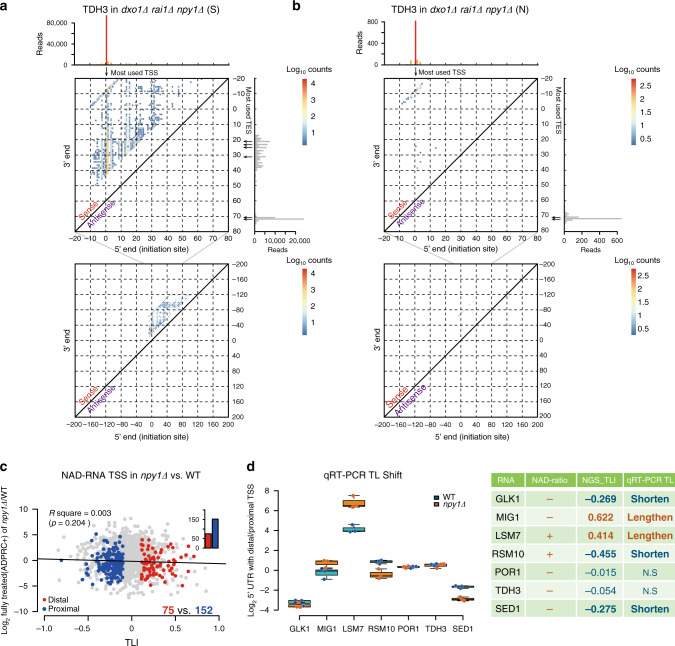
The 5′- and 3′- end heterogeneity of NAD-RNA. **a**, **b** 2D NAD-capping single transcript plot for TDH3 RNA in the *dxo1Δ rai1Δ npy1Δ* strain for the sample group (+ADPRC, S, (**a**)) and the N group (−ADPRC, N, (**b**)). 0 denotes the RefSeq TSS (−39 nt of the TLS site). Each bin represents a unique 5′ (initiation site, TSS, *x* axis) and 3′ (transcript end site, TES, *y* axis) pairing colored by the number of reads mapped to that bin. Expanded view below. For the 5′-end initiation site histogram (above the 2D plot), the red bar indicates the “A” position with YAAG feature, whëreas orange bars indicate “A’s” without this feature and gray bars indicate U/C/G. For the 3′-end histogram, no color differentiation was performed. Arrows represent preferred TSSs in the 5′-dimension and TESs in the 3′-dimension. **c** Global effect of the deletion of the *NPY1 gene* on the transcript leader length by comparing NAD captureSeq read starts in the *npy1Δ* mutant with the WT (unfragmented libraries). A Transcript Leader length Index (TLI) > 0 indicates that upon *npy1Δ* mutation the TSS towards more distal positions, while a TLI < 0 indicates a proximal shift; RNAs with significantly (FDR < 0.05) shifted TSS are shown as colored dots. Red: distal shift (TLI > 0.1) Blue: proximal shift (TLI < −0.1). The y axis indicates the relative NAD-RNA enrichment difference (ratio) from NAD captureSeq libraries between the two strains. The bar charts represent the total number of RNA species with distal (red) or proximal (blue) TSS shift. **d** qRT-PCR with different primer pairs confirming different NAD-RNA transcript leader (TL) lengths in the enriched fractions from NAD captureSeq libraries between WT (blue boxes) and *npy1Δ* strain (orange boxes). All parameters and the layout of boxplot are as in Fig. 6d. In the table, symbol “−” and “+” indicate a decrease or increase of the NAD-modification ratio, respectively. “NS” indicates no significant difference. Source data are provided as a Source Data file.

### Npy1, Dxo1, and Rai1 target different NAD-RNA populations

The observation that the promoter motif got increasingly “blurry” with increasing number of decapping enzymes present (Fig. 7a and Supplementary Fig. 5e–k) supported our assumption that the NAD captureSeq data actually reflect a superposition of RNAP II and decapping enzyme preferences. 

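Counting RNAs enriched over the −ADPRC control in the unfragmented libraries, 2070 are shared by npy1Δ, dxo1Δ and rai1Δ, of 4060 enriched in at least one (51.0%) and 78.6% of the smallest of the sets. Of the shared RNAs, 2068 are mRNAs. Leaving aside RNAs enriched in WT as well, 1273 of 2865 (44.4%) are common to the 3 mutants. Among single libraries left out, +ADPRC replicate 2 of rai1Δ moved the overlap most, leaving 1046 shared RNAs. Under filterByExpr only 713 RNAs are enriched in rai1Δ, so the overlap could not exceed that number. The overlap itself is not given under that filter.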

The comparison of the datasets of the three single mutants revealed extensive overlap, and 1544 species (>60%) were enriched in all three mutants, compared to the WT (Supplementary Fig. 6b). Similar findings were observed comparing the three double mutants. Computational sequence and secondary structure analysis of RNAs of uniquely or commonly enriched RNAs did not reveal specific features indicative of substrate preferences of these enzymes. However, for Rai1 we observed a slightly decreased minimum free energy of folding^27^ for preferred RNA substrates, compared to poor ones (Supplementary Fig. 6c). This finding may suggest that Rai1 tends to have a preference for less structured 5′-ends.

We noticed that the removal of decapping enzymes not only influenced the number of RNA species enriched in NAD captureSeq and their enrichment values, but also the (apparent) length of their 5′-ends (TL). This phenomenon was observed for ~20% of all RNA species and occurred in both directions, namely (apparent) TL lengthening and shortening upon knockout. For example, among the 1100 enriched sequences in common between the WT and *npy1∆* strain, 152 apparently got shorter and 75 got longer TLs (Fig. 8c). For all other mutants, similar observations were made. For several candidate RNAs, these length differences could be confirmed by qRT-PCR with the cDNA from the NAD captureSeq samples (Fig. 8d). This phenomenon was observed almost exclusively for RNAs with read patterns indicative of pervasive transcription or multiple TSSs, and not for those with homogenous TLs. We assumed that the most likely explanation for these results may be that the decapping enzyme, when presented with a transcript mixture with different TLs, decaps some more rapidly than the others, due to sequence or structural preferences, thereby causing changes in the NAD captureSeq read profiles that look like shifted TSSs. A direct modulation of transcription (e.g., as transcription factors) is difficult to reconcile with the currently assumed roles and locations of these proteins, at least for Dxo1 and Npy1.

Rai1 has been reported as a nuclear protein and was detected as a component of the RNAP II elongation complex^28^, whereas for Dxo1 both nuclear and cytosolic locations were claimed^29^. Npy1 was described as a peroxysomal protein^30^. Localization microscopy using three different C-SWAT fluorescent protein fusions^31^ for each candidate gene revealed strong localized fluorescence in the nucleus for Rai1, whereas Dxo1 showed only a very weak and ubiquitous fluorescence (Fig. 9a), consistent with the reported localizations of these enzymes. For Npy1, however, a rather homogenous cellular distribution without enrichment at specific sites was observed, consistent with cytosolic localization (Fig. 9a). This localization may imply a temporal order, in which Rai1 processes its NAD-RNA substrates during or shortly after transcription, whereas Npy1 can only act once the transcripts (or their primary degradation products) arrive in the cytosol. For Dxo1, both options are conceivable. Therefore, we tried to find evidence in our NAD captureSeq data for a temporal order of processing by these enzymes. In particular, we searched for examples where—when starting with the triple knockout and then “adding” one by one the decapping enzymes (i.e., comparing the triple knockout with the appropriate double and single knockouts)—a significant TL length change is observed upon “addition” of the first decapping enzyme (suggesting that this enzyme decaps a fraction but not all TL variants) and upon “addition” of the second one the transcript disappears entirely (or is significantly reduced in enrichment) from the enriched fraction (suggesting that the second enzyme decaps the remaining TLs). Indeed, from the 84 species with TL length changes between triple knockout and *dxo1∆ npy1∆* double knockout, 61 disappeared in the *npy1∆* single knockout and 38 in the *dxo1∆* single knockout. Importantly, hardly any examples were found for the pathways via the other double mutants (one example for *npy1∆ rai1∆* and 0 for *dxo1∆ rai1∆*) (Fig. 9b). These findings are consistent with our assumption that Rai1 is the first factor in NAD-RNA decapping.

**Fig. 9:**
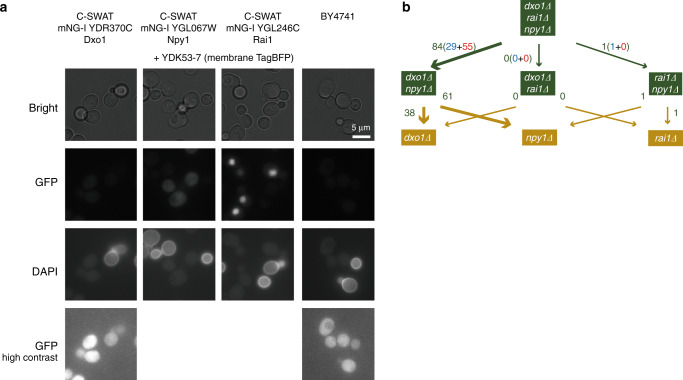
Decapping enzyme localization and hierarchy. **a** Subcellular localization of Npy1, Dxo1, and Rai1. The proteins of interest were visualized as C-SWAT Neonl fusion proteins. The membrane marker protein TagBFP served as background control and was visualized in the DAPI channel. Due to the low intensity of the GFP signal for Dxo1, this image is shown again in high contrast, as is the BY4741 WT strain, exhibiting autofluorescence. Representative micrographs of three biologically independent replicates are shown, *n* = 3. **b** Analysis showing the number of RNA species that exhibit a TL shift upon reintroduction of the first decapping enzyme (upper part, numbers next to the green arrows) into the *dxo1Δ rai1Δ npy1Δ* deletion background, and the number of those disappearing entirely or showing reduced enrichment upon introduction of the second enzyme (lower part, numbers next to yellow arrows. TL shifting is defined by TLI > 0.1 or < −0.1 and FDR < 0.1. Blue and red numbers represent TL shifting to the proximal and distal side, respectively. For example, the route from the *dxo1Δ rai1Δ npy1Δ* triple knockout to the *dxo1Δ npy1Δ* double knockout (i.e., introduction of Rai1) identifies 84 RNA species with shifted TLs, 38 of which disappear or show reduced enrichment upon additional introduction of Npy1 (tracing the path from the *dxo1Δ npy1Δ* to the *dxo1Δ* mutant). Source data are provided as a Source Data file.

### NAD-RNAs are not translatable in vitro

Finally, we tested whether the NAD cap in combination with different TL lengths and sequences may modulate translation. Reports on NAD-RNA translatability are conflicting: Jiao et al.^7^ had reported that NAD-RNA is not translated in human (HEK293T) cell extracts, based on a single mRNA luciferase construct with a single fixed TL sequence, while a recent study in the model plant *Arabidopsis thaliana* demonstrated that NAD-capped mRNAs are enriched in the polysomal fraction, associate with translating ribosomes, and can probably be translated^9^. No data for yeast have been reported yet. For seven different mRNAs, we prepared luciferase fusion constructs with long and short TLs by in vitro transcription, followed by the removal of the accompanying ppp-RNA by treatment with polyphosphatase and exonuclease Xrn-1. Although the control constructs harboring an m^7^G-capped 5′-end were efficiently translated in a yeast in vitro extract and showed significant differences in luminescence depending on the TL length^19,20^, NAD-capped RNA was not translated to any significant extent, even less than ppp-RNA and p-RNA of the same sequence (Fig. 10a). These results suggest that NAD-capped RNAs (at least the nuclear transcripts investigated here) are not translated in budding yeast.

**Fig. 10:**
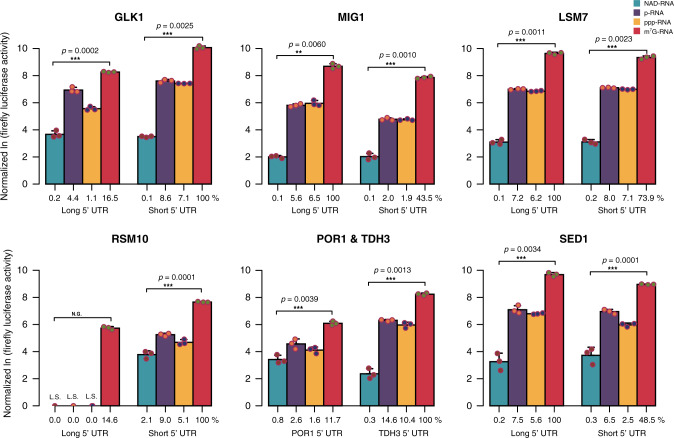
In vitro translation of NAD-RNA with shifted TLs. In vitro translation of NAD- RNA, p-RNA, ppp-RNA, and m^7^G-RNA with short or long TL sequences. Probed mRNAs, bearing a 5′-NAD-, 5′-p-, or 5′-ppp-terminus, contain the alternative TL sequences identified in NAD captureSeq, followed by 22 nt of the CDS of the corresponding gene, followed by the firefly luciferase CDS (1653 nt) and a poly(A)_30_ tail. Reference m^7^G-capped mRNA contains *Renilla* luciferase CDS (936 nt) and a poly(A)_30_ tail. Firefly luciferase activity was normalized to *Renilla* luciferase activity, then normalized to the *C*_t_-value of the full-length mRNA determined by qRT-PCR. NAD-capped mRNAs, p-mRNAs, and ppp-mRNAs contain the same sequence as the corresponding m^7^G-capped RNAs. Logarithmic representation of normalized luciferase activity. Blue, NAD-RNA; purple, p-RNA; orange, ppp-RNA; red, m^7^G-RNA. The percent values below the bars indicate relative luciferase activity normalized to the m^7^G-capped mRNA of that species with the higher luciferase expression. L.S. denotes that the luciferase signal was not significantly above the background. Error bars represent mean + SD. Three independent experiments were performed, *n* = 3. *p*-values are denoted by asterisks: *p < 0.05; **p < 0.01; ***p < 0.005 (Student’s *t*-test, NAD-RNA vs. m^7^G-RNA, one sided). Source data are provided as a Source Data file.

## Discussion

Taken together, our results indicate that in budding yeast, NADylation of RNAs is a very common phenomenon. A previous study reported only 37 species enriched in NAD captureSeq in budding yeast grown in the same medium^8^. This study, however, focused on full-length mRNAs and used a library preparation protocol that discarded the small RNA fraction (⪅200 nt). Our work confirms that there are hardly any full-length NAD-mRNAs, but additionally reveals a rich landscape of thousands of short NAD-mRNA fragments whose purpose is apparently not to encode for proteins.

This conclusion may not apply in yeast mitochondria, however, where several lines of evidence suggest that transcriptional incorporation of the coenzyme is, in fact, an evolved feature. First, the mitochondrial transcription machinery exhibits NAD-mediated RNA initiation efficiencies that are at least tenfold higher, compared to the nuclear RNAP II^32^. Second, individual mRNA species in this organelle were found to be highly 5′-NAD modified, comprising up to 60% of the respective transcript pools. Third, the redox state of mitochondrial NAD caps was observed to vary, depending on the metabolic growth conditions of the cell^32^. These findings may indeed indicate a regulatory role of the NAD cap in this organelle, which harbors redox-intensive energy conversion pathways highly dependent upon the coenzyme, and are contrasting sharply with our discovery of a tightly policed landscape of nuclear-derived NAD-mRNA fragments.

In addition, the identity of a dedicated surveillance machinery within the mitochondrial matrix is of considerable interest. The three decapping enzymes investigated here, however, are unlikely to encounter mitochondrial transcripts, as they lack the required targeting sequence and are absent in yeast mitochondrial proteomic data^33,34^.

NAD is initially incorporated into several thousands of transcripts by transcription initiation by RNAP II in a largely statistical manner reflecting the competition of NAD with the canonical initiator ATP. As in prokaryotes^5,35,36^, the promoter sequence determines the efficiency of NAD incorporation, which is for most yeast nuclear transcripts between 1% and 5%. We observe that a YAAG motif supports efficient NAD incorporation by RNAP II in vivo, with the G at position 3 being particularly important. This finding does not rule out the existence of unknown alternative post-transcriptional pathways for NAD incorporation, e.g., for enriched snoRNAs or rRNAs, or for enriched mRNAs without the YAAG motif. In contrast to the promoter requirements determined here, a preference for HRRASWW was reported for *E. coli* RNAP^36^, WARR for *B. subtilis* RNAP^5^, and RA for yeast mtRNAP^32^, with the underlined A always indicating the TSS. It should, however, be noted that the *E. coli* RNAP and yeast mtRNAP consensus motifs were established using an entirely different methodology, making a direct comparison difficult. We find that, as a consequence of this promoter dependence, for many RNAs the NADylated species originate from different TSSs and have therefore different (shorter or longer) 5′-UTRs than the canonical ones. This phenomenon may modulate the secondary structure of these RNAs and hence their stability, molecular interactions, and biological fate. Of note, the discovery of alternative TSS selection and the YAAG core promoter motif have been made possible by the combination of 5′-end selection by ADPRC treatment and ligation-based attachment of the 5′-adapter, which allowed the determination of NAD-RNA 5′-ends with single-nucleotide precision, in contrast to random-primed library preparation methods that create heterogeneous ends. An increased affinity of RNAP II for the YAAG motif, while the polymerase transiently harbors NAD in its catalytic site, could potentially also explain the enrichment of non-canonical TSSs upon execution of NAD captureSeq. An in-depth biochemical investigation should explore the possibility of NCIN-mediated guidance of RNAP II, and other RNAPs, to distinct TSSs.

NAD-RNAs are—on average—shorter than non-NAD-RNAs and only rarely reach the size of a typical primary mRNA transcript. The most likely explanation is that some unidentified QC mechanism detects 5′-NADylation of RNA as an error early during transcription and prevents efficient elongation, as it does with uncapped or incompletely capped transcripts^37^. Alternatively, NAD-RNAs might be subject to accelerated degradation after transcription is complete, but it is unclear how 5′-NAD can accelerate degradation at the 3′-end.

The discovery that budding yeast maintains at least three different, partly redundant, pathways for NAD cap removal, using enzymes with different chemistry and cellular localization, implies that decapping unwanted NAD-RNAs is important for the cell. Our data are in agreement with the hypothesis that Rai1 acts earlier than the other two enzymes. As the nuclear protein Rai1 is known to associate with RNAP II during elongation^28^ and to act in RNA surveillance by assisting the 5′- to 3′- exonuclease Rat1 in the co-transcriptional degradation of uncapped transcripts^38,39^, such an order appears plausible. The Rat1-Rai1 complex is hereby believed to play an important role by mediating 5′-end cap QC (5′-QC) in the yeast RNAP II transcription cycle, following the transcription checkpoint pause stage, whereby RNAP II enters transcription elongation upon phosphorylation of distinct serines within the C-terminal repeat domain of the polymerase^40^. Surveillance and hydrolysis of the accidentally incorporated 5′-NAD cap could be enacted in a mechanistically similar manner, mirroring the clearance of unmethylated, aberrantly capped mRNAs by the Rat1-Rai1 heterodimer^38,41^.

An earlier report, providing evidence that dinucleotide hydrolysis mediated by *Sachharomyces cerevisiae* Npy1 is not entirely restricted to NAD, but also includes the redox cofactor flavin adenine dinucleotide among others^30^, warrants a thorough biochemical characterization to define the set of RNA 5′-metabolite caps, targeted by this enzyme. A corresponding study should hereby follow the example set by the systematic and meticulous elucidation of RNA 5′-cap specificities of mammalian DXO and *Schizosaccharomyces pombe* Rai1^42,43^.

The observed combination of the low efficiency of RNAP II transcription initiation by NAD, the reduced length of NAD-RNAs, and the abundance of NAD-RNA decapping enzymes warrants that hardly any NAD-RNAs occur in the cell that could give rise to translation into proteins. Our data indicate, however, that yeast ribosomes, such as mammalian ones^7^, hardly translate synthetic NAD-mRNAs, suggesting that the ribosomal machinery contains additional safeguards against NAD-mRNAs. Thus, budding yeast protects itself at different stages of gene expression against NAD-RNA.

## Methods

### Yeast strains

Unless otherwise stated, *S. cerevisiae* strains were grown in yeast extract/peptone/dextrose media (YPD). All strains used in this study except of YDK587-1 and its derivatives, YDK53-7, and C-SWAT mNeonGreen (mNG-I) strains were derivatives of the S288C strain BY4742 (*MATα his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0*) and are listed in the key resource table. YDK53-7 and C-SWAT mNeonGreen (mNG-I) strains were derivatives of the S288C strain BY4741 (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*) and YDK587-1 was a derivate of the S288C strain ESM356-1 (*MATa ura3-52 leu2Δ1 his3Δ200 trp1Δ63*). Strains were cultivated in YPD medium at 30 °C according to standard protocols. Antibiotics were used at the following final concentrations: 200 μg mL^−1^ geneticin (G418), 300 μg mL^−1^ hygromycin B, and 100 μg mL^−1^ nourseothricin. Gene deletions were performed using standard PCR-based recombination methods as described^44,45^, followed by PCR-based confirmation. Single, double, and triple mutants were generated by mating and sporulation followed by random spore isolation. Plasmid transformations were performed using standard methods^46,47^ and transformants were selected on synthetic complete (SC) medium lacking leucine for p415-based plasmids.

### Total RNA isolation and purification

Total RNA from yeast BY4742 strains was isolated by the hot phenol method^48^ with minor changes. Cells were collected (OD_600_ 0.8) from 0.5 L YPD medium, quickly frozen in liquid nitrogen, and stored at −80 °C until all samples were ready. Cell pellets were thawed on ice and washed with dH_2_O, resuspended in 8 mL TES solution (10 mM Tris-HCl pH 7.5, 10 mM EDTA, 0.5% SDS) and were added to 8 mL phenol. The mixture was vortexed thoroughly for 1 min, incubated for 60 min at 65 °C with occasional shaking (50 s per 10 min, 550 r.p.m.), and placed on ice for 15–20 min. Then the samples were centrifuged at 14,000 × *g*, 4 °C. The aqueous supernatant was subjected to phenol extraction, P/C/I purification, and chloroform purification. RNA was precipitated with 0.1 volumes 3 M NaOAc pH 5.5 and 2.5 volumes ethanol at −20 °C overnight. Precipitated RNA was dissolved in 2 mL dH_2_O. RNA concentration was determined by Nanodrop spectrometry and its integrity analyzed by 1.2% formaldehyde-denaturing agarose gel electrophoresis. RNA (1 mg) was treated with 100 U DNase I in 1X DNase I buffer (Roche) for 40 min at 37  °C. DNase I was removed by P/C/I extraction (twice), followed by ethanol precipitation of the RNA (−20 °C, overnight). The pellet was dissolved in 100 µL dH_2_O, the RNA concentration determined by Nanodrop, and its integrity analyzed by both denaturing agarose gel electrophoresis and Bioanalyzer RNA integrity analysis.

### NAD captureSeq and transcriptome libraries preparation

Standard, unfragmented NAD captureSeq: Total RNA was subjected to the NAD captureSeq protocol^11^ with minor modifications, as outlined in the following. Total RNA, obtained in biological triplicates, was used as starting material for library preparation. More specifically, 100 µg total RNA was commonly supplemented with 5 ng NAD-RNAI (“spike-in” control) and treated with ADPRC (Lab stock, 22.5 U), in the presence of 10 µL 4-pentyn-1-ol at 37 °C and for 60 min in 100 µL total reaction volume, including 50 mM Na-HEPES pH 7.0, 5 mM MgCl_2_. The same reaction mixture, omitting the ADPRC enzyme, served as background control (negative control). The reactions were stopped by adding 100 µL dH_2_O and 200 µL P/C/I reagent. This was followed by performing P/C/I extraction twice and three additional ether extractions. Subsequent copper-click reactions, captured by streptavidin bead, preadenylated-3′-adapter ligation, RT, Cytidine triphosphate(CTP)-tailing, anchored-5′-adapter ligation, and cDNA PCR amplification with barcode oligos were performed as standard library preparation^11^. Library QC was conducted by Sanger sequencing. Specifically, the amplicon derived from the NAD-RNAI spike-in control and other cDNA amplicons were amplified using corresponding adapter-ligated sequences. Resulting cDNA libraries were then cloned into plasmid(s) for Sanger sequencing. After the successful pre-sequencing, PCR products were purified and size-selected within a range of 150–300 bp by 10% native polyacrylamide gel electrophoresis (PAGE). The absence of primer-dimers was ensured by Bioanalyzer 2100 (Agilent) analysis using the Agilent High Sensitivity DNA Kit. Concentrations were measured using the Qubit approach. Primer-dimer-free libraries were then multiplexed at a final concentration of ~20 nM. Based on the cDNA length distribution, the library pools were either supplemented with 20% v3 Phix Control (Illumina) or custom Illumina sequencing primers, which bear three Gs at their 5′-end, preceded by the Illumina standard sequencing, to mitigate library imbalances before NextSeq 500 75 bp single-end (SE) sequencing.

Fragmented NAD captureSeq: Biological triplicates of total RNA (gDNA free) were used as library starting material. Total RNA (100 µg), supplemented with 5 ng NAD-RNAI (as optional spike-in control), were randomly sheared in a 65 µL reaction volume that contained 32.5 µL alkaline fragmentation solution (2 mM EDTA, 10 mM Na_2_CO_3_, 90 mM NaHCO_3_ pH 9.3) at 94 °C (5 min for WT strain and 20 min for *npy1*Δ strain to approach similar fragment size). Sheared RNA fragments were visualized on a 1.2% formaldehyde-denaturing agarose gel. Next, the sheared RNA was precipitated, in a total volume of 200 µL dH_2_O, by addition of 600 µL ethanol, 20 µL 3 M NaOAc pH 5.5, and 1 µL glycogen at −20 °C overnight. The precipitated RNA was washed with 75% ethanol and subsequently dissolved in 50 µL dH_2_O. An equivalent of 100 µg sheared RNA was then treated with 100 U T4 PNK, along with 0.1 mM ATP, 100 mM imidazole-HCl pH 6.0, 10 mM MgCl_2_, 10 mM β-mercaptoethanol, and 20 µg ml^−1^ RNase-free bovine serum albumin (BSA) in a total volume of 200 µL at 37 °C for 5.5 h. RNA extraction was performed twice, employing the P/C/I approach, and followed by triple ether extraction and ethanol precipitation. Precipitated RNA was the washed again, using 75% ethanol, and ultimately dissolved in 20 µL dH_2_O, yielding the library input for the standard NAD captureSeq protocol^11^. PCR products were size-selected within a range of 150 to 300 bp (referred to as “small fragmented NAD captureSeq library”) and of 300–500 bp (referred to as “large fragmented NAD captureSeq library”), enabled by 10% native PAGE. Bioanalyzer QC, library multiplexing, and the overall sequencing strategy were executed in a similar manner, as done for the unfragmented NAD captureSeq. Again, the NextSeq 500 75 bp SE approach was chosen for sequencing.

Transcriptome libraries: Biological triplicates of total RNA (gDNA free) served as library input material. Total RNA (1 µg) was subjected to rRNA depletion by Ribo-Zero rRNA Removal Kit (yeast). rRNA-depleted RNA was randomly sheared in 10 µL dH_2_O, at 94 °C 10 min. Fragmented RNA was processed using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina, following the instructions of the manufacturer. cDNA was barcoded by PCR amplification using NEBNext Multiplex Oligos for Illumina. Further cDNA size selection in the range of 300–500 bp was performed, employing the Agencourt RNAClean XP kit. Primer-depleted cDNA was examined by Bioanalyzer and the concentration was measured by Qubit. Multiplexed libraries were sequenced by NextSeq 500 75 bp SE.

### NGS analysis

Unfragmented NAD captureSeq analysis: Original reads were demultiplexed, based on the PCR barcode, not allowing for mismatches and subjected to standard QC procedures. Further 5′-end leading (G/N)_*n*_ and 3′-end adapters (C NNNNNN AGATCG) were trimmed (minimum length 12 nt) by in-house scripts. Reads that mapped to the spike-in internal standard (IS) RNAI sequence (bowtie -v 2, version 1.1.2) were then counted first. IS unmapped reads were subsequently classified as “small RNA reads” (12–17 nt) or “normal RNA reads” (>18 nt).

Normal RNA reads were mapped to the reference genome *S. cerevisae* BY4742 strain (BY4742_Toronto_2012, SGD) (bowtie -v 2). Normal RNA reads that mapped to rRNA genes or tRNA genes were separated and counted individually. Remaining reads that could not be mapped to rRNA genes were remapped to the yeast reference genome (bowtie –best --strata -M 1 -m 20 -v 2). The.sam files were then converted to.bam files and sorted (samtools, version 0.1.13). The.bam files were used to generate.wig files, which could be normalized by reads per million mapped reads, for single-nucleotide resolution-based analysis. Sorted.sam files were further filtered by strand-specific selection and used for three different types of analysis as follows:

On the one side, the filter-passed reads from sorted.sam files were used for linear trend tests^49^ to perform an alternative TSS study. Briefly, the position of the first nucleotide of the mapped reads within the range of the 5′-UTR^18^ with additional 50 nt upstream extension from each gene was collected. A sliding window of 18 nt was applied for searching for TSS clusters from the highest density one to the lowest one. Then a 2 × *n* table was made, whereby *n* is the number of unique TSS clusters found in the sample group (S, +ADPRC) and/or the negative control group (N, −ADPRC). Values in the table represent the number of reads for these clusters in the S or N group (normalized by the proportion of the respective cluster relative to the sum of reads for all clusters), and are sorted from the shortest (left) to the longest UTR (right). For covariance analysis, the top row (S) was assigned a weight value of 2, whereas the bottom row (N) was assigned 1. Column (*Y*, *n* columns) weight was set to be the 5′-UTR length of each cluster. The Pearson’s correlation *r* was calculated by *cov* (*X*,*Y*)/*(δ*_*x*_ *×* *δ*_*Y*_). The operator *M* was calculated based on the equation *M*^2^ = (*n* − 1) *r*^2^ (*n* ≥ 30), following the *χ*^2^-distribution (freedom 1). The corresponding *p*-value was used for FDR calculation, employing the Benjamini–Hochberg method.

On the other side, the filter-passed reads were counted for RNA hits (htseq-count -m intersection-nonempty, version 0.6.0) based on the annotation.gff3 file (BY4742_Toronto_2012, SGD, mRNA regions were annotated by their 5′-UTR region (−120 to +65, translation starting site referred as “0,” described in Supplementary Fig. 1)). Raw hits were analyzed by DESeq2 (version 1.4.5, relevant package from Bioconductor version 2.14) for NAD-RNA enrichment statistics. Meanwhile, raw hits were normalized by transcripts per kilobase million (TPM) for NAD-ratio calculation. Simply put, the relative total number of NAD-RNA (*k*) was the signal intensity from the ultra performance liquid chromatography (UPLC)/MS measurement of total RNA. The distribution of all-cap-RNA in total RNA was simulated by their TPM in transcriptome data. The distribution of NAD-RNA was simulated by their TPM in NAD captureSeq data. The relative individual NAD-ratio was calculated by k*TPM_NAD-RNA_/TPM_all-cap-RNA_.

In addition, the filter-passed reads, which mapped to 5′-UTRs of mRNAs, were collected for *sharp A* promoter motif analysis. This analysis included the genome-mapped position of the first base of reads referenced to the TSS site. For each individual mRNA, either the unique most abundant mapped position of the first base of reads or one of most abundant mapped positions (several ones with equal abundance) was defined as TSS (reference as +1) but this position was annotated as “A” in the genome. The sequence flanking the TSS from the −10 to +10 position, within the reference genome, was further analyzed for a consensus motif. The sharp value was defined as the ratio between the number of nucleotides accumulating at the +1 position and that at the −1 position, revealed by the generated.wig file. The sharpA feature was screened, based on the premise that the TSS constitutes an A and possesses a sharp value bigger than 4.

For the small RNA reads group, reads were purged by additional genome mapping (bowtie -v 0). Next, small RNA clusters mapping to mRNA 5′-UTRs were assembled together (60% sequence similarity, same strand direction, and max fold copy number difference is 50). Differential abundance of small RNA reads was calculated by the enrichment of reads in S group to N groups.

Fragmented NAD captureSeq was analyzed in the same way, as done for the unfragmented NAD captureSeq library.

Transcriptome analysis: Raw reads were demultiplexed and QC was performed using the same parameters, already employed for unfragmented NAD captureSeq analysis. Reads with 5′-/3′-end adapters were properly trimmed, leveraging an in-house script. Then the sequence of raw reads was converted into its reverse complement. Reads were then mapped to the yeast reference genome (bowtie, -v 2). rRNA genes and tRNA gene reads that mapped independently, as well as rRNA-free hits counting (same annotation region on 5′-UTR of mRNA), were treated in a similar way as done in the NAD captureSeq analysis, described above. Also, .wig files and differential expression statistics were generated and performed according to the same procedure.

Function clusters were generated by David (version 6.7) and FGNet (version 3.16.0). Enriched promoter motifs were analyzed by MEME (version 5.0.3) and WebLogo (version 3). Meta-analysis of function clusters and pathways was enabled by Metascape (metascape.org) and cytoscape (version 3.7.0).

### RNA pulldown and UPLC-MS analysis

Streptavidin Sepharose High Performance beads (250 µL) were loaded on Mobicol Classic columns. The column was washed three times with 1× phosphate-buffered saline (PBS) buffer, then five times 25 µL of 25 µM biotin-DNA probe (Biomers, Supplementary Table 1) were added sequentially. The mixture was incubated at 25 °C for 10 min. Next, the column was washed two times with 300 µL 1× PBS, followed by equilibration in 300 µL pulldown buffer (10 mM Tris-HCl pH 7.8, 0.9 M tetramethylammoniumchloride, 0.1 M EDTA pH 8.0). Total RNA (gDNA free; 200–500 µg) was added into the column and incubated at 65 °C for 10 min and then rotated (Tube Rotator, VMR) at 20 °C for 25 min. Next, the column was washed six times with 200 µL dH_2_O, to remove unspecifically binding RNAs. RNA was eluted by adding four times 200 µL 2 mM EDTA (75 °C, pre-heated) under 10 s per min shaking (350 r.p.m.) at 75 °C for 10 min. The eluate was precipitated with 0.5 M ammonium acetate pH 5.5 and 50% isopropanol. Precipitated RNA was dissolved in dH_2_O for UPLC/MS analysis.

To determine the amount of NAD that is covalently linked to RNA, the RNA samples were washed three times with 400 μL of 8.3 M urea, one time with dH_2_O, two times with 4.15 M urea, and again four times with dH_2_O in Amicon Ultra-0.5 mL Centrifugal Filter Units 10 kDa, to remove non-covalently bound cellular NAD. The recovered RNA was subsequently concentrated. The pulldown RNA samples or 10 µg urea-washed total RNA samples were treated with 10 µM NudC in the presence of 10 mM MgCl_2_, 0.6 ng mL^−1^ d4-riboside nicotinamide as IS, and 0.05 U µL^−1^ alkaline phosphatase at 37 °C for 2 h. The same reaction with a catalytically inactive NudC mutant served as background reference. The reactions were filtered through Amicon Ultra-0.5 mL Centrifugal Filter Units 10 kDa to remove the enzymes and washed additionally four times with 200 µL dH_2_O. The flow-through contained the cleaved nicotinamide riboside (NR), resulting from the NudC treatment of NAD-RNA and d4-NR as IS. It was collected and dried under vacuum. The amount of NR was determined by UPLC-MS/MS and reflects the exact same amount of original NAD-RNA in the digested sample. The employed UPLC-MS/MS setup contained a triple stage quadrupole mass spectrometer (Waters, Xevo TQ-S) system coupled with an Acquity UPLC system. A BEH Amide column (1.7 μm, 2.1 × 50 mm) was used with an eluent A (0.01% (v/v) aqueous formic acid with 0.05% ammonia and 5% acetonitrile) and B (acetonitrile included 0.01% formic acid), at a flow rate of 0.8 mL min^−1^. The gradient started to change from 12.5% A/87.5% B to 95% A/5% B within 1.8 min. The ratio was changed back to starting conditions within the following 1.0 min. The column was had been pre-equilibrated under starting conditions for 1.0 min. Electrospray ionization was performed with a 1500 V capillary voltage, 11 V cone voltage, 150 °C source temperature, 200 °C desolvation temperature, 150 L h^−1^ cone nitrogen gas flow, and 800 L h^−1^ desolvation gas flow (N_2_). The Xevo TQ-S was automatically tuned to d4-NR and NR using the MassLynx V4.1 system software (Waters) with the IntelliStart standard procedures. Multiple reaction monitoring measurements were conducted, using collision gas (argon, 0.15 ml min^−1^) for collision-induced decomposition and MS/MS transitions were monitored in the positive ion mode (N-ribosylnicotinamide: *m*/*z* 254.94–122.81, d4-N-ribosylnicotinamide *m*/*z* 258.94–126.81, 20 V, 50 mS dwell time for each mass transition).

### Gel electrophoresis

Native PAGE (10%) was utilized to size select cDNA for NGS. Briefly, 10% acrylamide/Bis solution (19 : 1), 0.1% Ammonium persulfate(APS) (w/v), and 0.1% N,N,N′,N′-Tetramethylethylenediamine(TEMED) (v/v) along with 1× Tris-borate-EDTA (TBE) in 50 mL volume were mixed and poured between glass plates (19 cm × 27 cm). Gel mixtures were polymerized at room temperature for 45 min. The electrophoresis conducted at a stable 27 mA current for 2.5 h. The gel was then stained with SYBR Gold (Thermo Scientific) in 1× TBE buffer, 5 min. The signal intensities were read out by scanning the gel at 400 V, 50 or 100 µm resolution using a Typhoon FLA 9500. The printout picture of the gel (in its original size) was used for excision of desired size ranges within the corresponding gel lanes. APB gel electrophoresis was utilized to separate NAD-RNA, m^7^G-RNA, and p/ppp-RNA from each other. Briefly, 0.5% (w/v) APB (Lab stock), 10% acrylamide/Bis solution (19:1), 0.1% (w/v) APS, and 0.1% (v/v) TEMED with 2.5× Tris-acetate-EDTA (TAE) buffer in 50 mL volume were mixed and poured between glass plates (Bio-Rad). Gels were run at a stable current (15–29 mA per gel) in 1× TAE buffer. Gels were then stained with SYBR Gold or gels, containing ^32^P-labeled nucleic acids, were exposed to storage phosphor screens (GE Healthcare) and visualized using a Typhoon FLA 9500. Signal quantification was performed using the ImageQuant software (GE Healthcare).

### In vitro transcription variants

Radio-labeled RNA: 400 nM double-stranded DNA (dsDNA) served as a template in a transcription buffer containing 40 mM Tris-HCl pH 7.9, 1 mM spermidine, 22 mM MgCl_2_, 0.01% Triton X-100, 10 mM dithiothreitol (DTT), 5% dimethyl sulfoxide, along with 60 µCi α-^32^P-ATP, 10 µCi α-^32^P-CTP, 4 mM each CTP/GTP/UTP, 2 mM ATP, 6 mM NAD (NAD-RNA) or without NAD (ppp-RNA), 0.7 µM T7 polymerase (self-prepared) within a total reaction volume of 100 µL. The in vitro transcription reaction was incubated at 37 °C for 3 h. Subsequently, 10 U DNase I were added and the reaction incubated for an additional 30 min at 37 °C. ppp-RNA was purified by 10% denaturing PAGE, as described above. NAD-RNA was first purified by 10% denaturing PAGE, followed by a 10% PAGE, supplemented with 0.5% APB, to remove ppp-RNA. For p-RNA preparation, 1 µg ppp-RNA was treated with 20 U RNA 5′-polyphosphatase and 1× Reaction Buffer (Epicentre) in a reaction volume of 20 µL for 1 h at 37 °C. The desired p-RNA species was then obtained by performing P/C/I extraction twice, followed by ethanol precipitation, as described. To generate m^7^G-RNA, ~1.2 µM denatured ppp-RNA (65 °C, 5 min) was first added to a mixture of 1× Scriptcap capping buffer, 1 mM GTP, fresh 0.1 mM *S*-adenosyl methionine (SAM), and 1 U µL^−1^ Script Guard RNase Inhibitor. The mixture was then supplemented with 0.4 U µL^−1^ Scriptcap Capping Enzyme, in a final reaction volume of 50 µL and incubated for 50 min at 37 °C. The modified RNA reaction was then purified by 10% APB-PAGE as described above, to separate uncapped, ppp-RNA, and m^7^G-capped RNA.

Luciferase mRNA: 140 nM (~6 µg) linear dsDNA template was added into the same transcription buffer as described above, along with 4 mM each CTP/GTP/UTP, 2 mM ATP, 6 mM NAD (NAD-mRNA) or without NAD (ppp-mRNA), 0.7 µM T7 polymerase (self-prepared) with a total reaction volume of 100 µL. The reaction mixture was incubated for 3 h at 37 °C. Similarly, 10 U DNase I were added subsequently to the reaction and incubated for an additional 30 min at 37 °C. RNA integrity was examined by visualization of the reaction products on a 1% formaldehyde-denaturing agarose gel. RNA was purified by performing P/C/I extraction twice and precipitated with ethanol. Precipitated RNA was loaded onto Amicon Ultra-0.5 mL Centrifugal Filter Units 10 kDa and washed four times with 400 µL dH_2_O to remove free NTPs and small molecules. Retained RNA was collected and again precipitated with ethanol. Recovered RNA was then washed twice with 75% ethanol and ultimately dissolved in 20 µL dH_2_O. For further isolation of 5′-NAD-modified RNA, 5 µg partially purified NAD-RNA was treated with 5 U RNA 5′-polyphosphatase in 1× Reaction Buffer (Epicentre) with an overall volume of 10 µL for 40 min at 37 °C. Remaining NAD-capped RNA was then P/C/I extracted twice and ethanol precipitated. Precipitated mRNAs were further treated with 2 U Xrn-1 in 1× NEBuffer 3 (NEB) reaching a total reaction volume of 40 µL. For p-mRNA preparation, 5 µg ppp-mRNA was treated with 10 U RNA 5′-polyphosphatase in 1× Reaction Buffer (Epicentre) and final volume of 20 µL for 40 min at 37 °C. For m^7^G-mRNA preparation, 1 µM denatured ppp-mRNA (65 °C, 5 min) was mixed with 1× capping buffer (NEB), 0.5 mM GTP, fresh 0.1 mM SAM, and 0.5 U µL^−1^ Vaccinia Capping Enzyme in 20 µL volume, incubate at 37 °C, 40 min. Processed RNA was purified twice by P/C/I extraction and precipitated with ethanol. All mRNA raw concentrations were measured by nanodrop, followed by qRT-PCR to determine the relative abundance of the mRNA middle region, as well as of the 3′-end region. Final concentration of mRNAs was adjusted accordingly.

### Fluorescence microscopy and colony fluorescence imaging

For fluorescent live cell imaging, a DeltaVision Elite widefield fluorescence microscope (GE Healthcare) consisting of an inverted epifluorescence microscope (IX71; Olympus) equipped with a light-emitting diode light engine (seven-color InsightSSI module; GE Healthcare), an sCMOS camera (pco.edge 4.2; PCO), and a ×60 1.42 NA Plan Apochromat N oil-immersion objective (Olympus) was used. Cells were inoculated in low-fluorescence medium (SC medium prepared with yeast nitrogen base lacking folic acid and riboflavin; CYN6501, ForMedium) and grown to mid-log phase. Cells were immobilized for imaging in glass-bottomed 96-well plates (MGB096- 1-2-LG-L; Matrical) using Concanavalin A and fluorescence filters for GFP, as standard procedure^50^. For imaging the fluorescence of cell colonies and cell patches on plates, a custom-made fluorescence illumination cabinet was used, equipped with filters for GFP.

### Cell-free extract preparation and in vitro translation

Preparation of cell-free extracts for in vitro translation was performed as described^51^ with minor modifications. Cell pellets were obtained from 0.5 L YPD yeast (BY4742 strain) culture (OD_600_ ≈ 15). The cell pellet was washed three times with 50 mL ice-cold Breaking Basic Buffer (30 mM HEPES-KOH pH 7.6, 100 mM KOAc pH 7.0, 3 mM Mg(OAc)_2_ pH 7.0, 2 mM DTT), supplemented with 8.5% (w/v) mannitol. Then, the wet weight of the cells was determined. The cells were subsequently resuspended in Breaking Basic Buffer with 8.5% mannitol and 0.5 mM phenylmethylsulfonyl fluoride (PMSF) (Sigma-Aldrich, dissolved in isopropanol), under addition of 1.5 mL per 1 g wet weight. The solution was supplemented with ice-cold, sterile ~0.5 mm glass beads, whereby the equivalent of six times of the cell wet weight was added. The cells were raptured by manual shaking (70 cm hand path, 2–5 Hz), in overall five rounds, each consisting of 1 min shaking interrupted by 1 min cooling on ice. Glass beads were removed by low speed centrifugation (1000 × *g*, 2 min, 4 °C), then the cleared supernatant was obtained by two consecutive rounds of centrifugation (29,000 × *g*, 20 min, 4 °C). The solution was filtered through a 0.45 µm filter and then 2 mL of the supernatant were subjected to Fast Protein Liquid Chromatography (FPLC) runs, outlined below. HiPrep 26/10 Desalting Columns (containing Sephadex G-25 Fine resin) were pre-equilibrated with 100 mL Breaking Basic Buffer, supplemented with 0.5 mM PMSF. The injected sample was resolved by the indicated column matrix running on a FPLC system (flow rate 1 mL min^−1^, 0.5 mL collected fractions) employing the same equilibration buffer. Absorption values of each fraction were determined at 260 nm (A_260_) and appropriate fractions, exceeding 75% of the highest A_260_ value, were pooled together. Next, 1 mM CaCl_2_ and 50 U mL^−1^ micrococcal nuclease were added to the pooled fractions, followed by incubation at 26 °C for 15 min. The reaction was stopped by adding EGTA to a final concentration 2.5 mM. Aliquots of 100 µL each were then flash-frozen in liquid nitrogen and stored at −80 °C.

In vitro translation: Master Translation Solution was freshly prepared by mixing 25 mM HEPES-KOH pH 7.6, 1.25 mM ATP, 0.125 mM GTP, 0.15 U µL^−1^ creatine phosphokinase, 2.5 mM DTT, 125 mM KOAc, 5 mM MgOAc pH 7.0, 25 µM Amino Acid Mixtures, 1 U µL^−1^ RNas in Ribonuclease Inhibitors, 80 nM m^7^G-capped *Renilla* mRNA, and dH_2_O in a final volume 80 µL. The solution was gently mixed and 4 µL of the Master Translation Solution aliquoted to individual PCR tubes. Then, 1 µL mRNA (200 ng or accordingly) and 5 µL of the cell-free extract were added to thus prepared reaction volumes. The “ready-for-translation” solution was again mixed gently and incubated at 26 °C for 30 min. Next, 90 µL dH_2_O were added to each in vitro translation reaction. Seventy five microliters of this dilution were then used to conduct a firefly luciferase activity assay (Bright-Glo Luciferase Assay System). The remaining 25 µL, with additional 50 µL of dH_2_O, were subjected to a *Renilla* luciferase activity assay (*Renilla*-Glo Luciferase Assay System), executed according to the manufacturing instructions. Emitted luminescence was read out using a TECAN plate reader.

### Cellular NAD quantification

The general experimental procedure was based on the manufacturer’s protocol (NAD/NADH Quantification Kit) with minor modification. Yeast cells were cultured in 50 mL YPD medium in biological quadruplicates (*n* = 4). One milliliter of these cultures, at an OD_600_ of ~0.8, were pelleted by the centrifugation at 4000 × *g*, 1 min, 4 °C. The cell pellets were washed four times with 1 mL ice-cold PBS and resuspended in 1 mL NADH/NAD Extraction Buffer. The resuspension (400 µL) were subjected to three freeze–thaw cycles, each consisting of 10 min on dry ice, alternating with 10 min thawing at room temperature. The homogenized cell lysates were vortexed for 10 s and centrifuged at 14,000 × *g*, 4 °C, 10 min. Twenty microliters of each supernatant were aliquoted for subsequent lysate RNA quantification. The remaining solution was applied onto a 10 kDa spin filter to remove proteins larger than 10 kDa, by centrifugation at 14,000 × *g*, 4 °C, 10 min. The flow-throughs were collected and NAD/NADH quantification was conducted, as stated by the manufacturer. The determined NAD amounts were normalized by the amount of measured lysate RNA.

### RNA in vitro decapping and NAD hydrolysis kinetic assays

In general, ^32^P-body-labeled NAD-/m^7^G-capped RNAs or ^32^P-labeled NAD were incubated with 0.4–1.6 µM recombinant proteins in 40 µL decapping reaction containing 25 mM Tris-HCl pH 7.5, 50 mM NaCl, 50 mM KCl, 2 mM MgCl_2_, 1 mM DTT, 1 mM MnCl_2_ (was absent in reactions referred to as without Mn^2+^ kinetics) and incubated at 37 °C for 120 min. Samples that were treated with the *E. coli* Nudix hydrolase NudC are referred to as “positive control.” Aliquots of 5 µL were taken from the reaction mixtures at indicated time points. Thus, treated RNAs were mixed with the same volume of 2× APB Gel Loading Buffer (50 mM Tris-HCl pH 7.5, 8 M Urea, 20 mM EDTA, 20% Glycerol, 0.01% Xylene Cyanol, 0.01% Bromophenol Blue) and placed on ice for further APB gel electrophoresis. Reaction mixtures, containing NAD, were stored on ice before performing thin-layer chromatography (TLC; DC-Fertigfolie ALUGRAM Xtra SIL G/UV254, 20 cm × 20 cm). Resolution of nucleotides via TLC, at room temperature for 5.5 h, was achieved employing a flow phase of 1 M NH_4_OAc and ethanol (4 : 6).

### Determination of RNA NAD-capping ratios

For each assay, 100 µg total RNA (gDNA free) was subjected to ADPRC treatment as fully treated group. An equal amount of total RNA was applied to the same treatment without ADPRC as background group. The subsequent copper-click reaction, capture by streptavidin beads (streptavidin-unbound flow-through RNAs (non-NAD-RNA) were collected and precipitated with ethanol), as in the standard NAD captureSeq procedure^11^. For RT on beads, to each sample of the fully treated group, as well as the background group, were added 2.5 µM random hexamers, 0.5 mM dNTP mix, and dH_2_O at 65 °C for 5 min. After reaction, the beads were incubated on ice for 2 min. Then, to the reaction was added 1× SSIV Buffer (Thermo Scientific), 5 mM DTT, 10 U µL^−1^ SuperScript IV Reverse Transcriptase, and 50 ng µL^−1^ acetylated BSA (Sigma-Aldrich), and the mixture incubated at 23 °C for 10 min, followed by 1 h at 55 °C. This was followed by RNA rebinding to streptavidin beads, washing, NaOH-mediated hydrolysis, and cDNA precipitation, as described in the NAD captureSeq protocol^11^. Equivalents of 1 µg of diluted non-NAD-RNAs were reverse transcribed, employing random hexamer oligos, as described above. The relative abundance of transcripts was then quantified by RT-qPCR. The enrichment of transcripts, assessed by RT-qPCR of cDNA, from the fully treated group, the background group, and the non-NAD-cap group was normalized by rRNA, RDN5-1. The NAD-modification ratio of each RNA species was determined by the equation NAD-modification ratio = (NAD-RNA_fully treated group_ − unspecific-binding-RNA_backgroud group_)/(NAD-RNA_fully treated group_ + other-cap-RNA_non-NAD-cap group_).

For the NAD-TDH3 promoter assay, 100 µg total RNA (gDNA free) were supplemented with 5 ng of NAD-RNAIII (self-prepared) and 5 ng ppp-RNAI (self-prepared), and subjected to the same ADPRC treatment and copper-click reaction, as described above. Then, 50 µL of Hydrophilic Streptavidin Magnetic Beads slurry per reaction was utilized to enrich for NAD-modified RNAs in a 96-well plate (flat-bottom, Corning) format. The beads were hereby pre-washed twice with 150 µL Immobilization Buffer (10 mM HEPES pH 7.2, 1 M NaCl, 5 mM EDTA) and then blocked using acetylated BSA (100 µg mL^−1^, Sigma) in 100 µL Immobilization buffer at room temperature for 10 min under gentle agitation. Subsequently, beads were washed three times with 150 µL Immobilization Buffer. Precipitated RNA from the copper-click reaction was dissolved in 100 µL Immobilization Buffer and then added onto the washed beads. The mixture was incubated at room temperature, while shaking at 500 r.p.m. for 1 h. Next, the 96-well plate was placed on a magnetic rack at room temperature for 10 min. Then, the first supernatant was collected. Beads were washed with 100 µL Immobilization Buffer and following that, the second supernatant was collected and pooled with the first one, subsequently referred to as “non-NAD-RNAs.” The RNA from the pooled supernatants was precipitated and 1 µg of diluted non-NAD-RNAs was utilized for RT to determine transcript abundance by RT-qPCR. RNAs captured by magnetic streptavidin beads (+ADPRC for S group, −ADPRC for N group) were washed five times with 150 µL Streptavidin Wash Buffer (8 M Urea, 10 mM Tris-HCl pH 7.4) and then washed three times with 150 µL First strand Buffer (25 mM Tris-HCl pH 8.3, 37.5 mM KCl, 1.5 mM MgCl_2_). Subsequently, the beads were re-blocked using 100 µL First strand Buffer, containing acetylated BSA (100 µg mL^−1^). Then, equilibrated beads were washed twice with 150 µL 1× SSIV buffer (Thermo Scientific). RT was conducted using random hexamer oligos. The reactions were then transferred into PCR tubes and heated to 65 °C for 5 min to denature the RNA. The tubes were cooled on ice for 5 min, then incubated at 23 °C for 10 min, followed by a heating step at 55 °C for 30 min to enable the RT reaction by Superscript reverse transcriptase IV. Next, 100 µL NaOH (0.15 M) were added into the reaction and the mixture incubated at 55 °C for 15 min. The first RT supernatant was collected. The remaining beads were repeatedly subjected to the same treatment, by adding 100 µL NaOH (0.15 M). Then the second, residual RT supernatant was pooled with the first one and is subsequently referred to as NAD-RNA (S group) and background RNA (N group). Both were ethanol precipitated and directly subjected to RT-qPCR. The abundances of NAD-TDH3 RNA and non-NAD-TDH3 RNA were normalized by transcript abundances of the NAD-RNAIII and ppp-RNAI controls, respectively. The NAD-capping ratio of TDH3 was calculated by dividing NAD-TDH3 by the sum of NAD-TDH3 and non-NAD-TDH3.

For in vitro-transcribed NAD/ppp-mRNAs, 200 ng of denatured (~375 fmol) NAD-mRNAs were supplemented with 10 mM Tris-HCl pH 8.0, 50 mM NaCl, 2 mM fresh DTT, and 1 µM DNAzyme (design procedure as described^52^, sequences are listed in Supplementary Table 2) in a total volume 9 µL at 65 °C, 5 min. The reaction was cooled to 37 °C. The reactions were then supplemented with 1 µL 500 µM MgCl_2_ and incubated for an additional 1 h at 37 °C. Reactions containing ppp-mRNAs are referred to as “positive control,” whereas reactions containing NAD-mRNA in the absence of DNAzyme are referred to as negative control. Reactions containing NAD-mRNA and an additional 2 µM NudC (added after denaturation) served as reference RNA. The reactions were stopped by adding an equal volume of 2× APB Gel Loading Buffer. Separated and cleaved products of NAD-RNA and ppp-/p-RNA were visualized by APB-supplemented PA gel electrophoresis and subsequent SYBR Gold staining. The gel was scanned using a Typhoon imager for further signal quantification. For those samples with weak signal intensities upon DNAzyme treatment on APB gel, RT-qPCR was performed to quantify RNA abundance.

### RT-qPCR and standard PCR procedures

Real-time PCR was performed using 250 nM Fw/Rev primer, 5 µL diluted cDNA, and 1× SsoAdvanced Universal SYBR Green Supermix in 20 µL reaction. PCR conditions were the following, denaturing step at 95 °C (2 min), 40 cycles of consecutive annealing/extension steps at 95 °C for 7 s and 60 °C for 15 s, respectively. Melting curves were generated by heating from 65 °C to 95 °C with an incremental increase of 0.5 °C s^−1^. Fluorescence was measured throughout using a LifeCycle 480 Instrument.

Two rounds of PCR were carried out to generate linear DNA templates for in vitro translation reactions as follows: the first round aimed to bridge the 5′-UTR/CDS to the firefly Luc2 sequence. The reactions contained 6.4 pM 5′-UTR/CDS template, 6.4 pM bridge region DNA (Supplementary Table 2), and 6.4 pM firefly Luc2 DNA template, 200 nM dNTPs, 1× Q5 Reaction Buffer (NEB), 0.02 U µL^−1^ hot-start Q5 high-fidelity DNA polymerase in a total volume 50 µL. The PCR was initiated by heating to 98 °C for 40 s and followed by 5 cycles (98 °C 10 s, 65 °C 20 s, 72 °C 2 min). The second round of the PCR aimed to specifically amplify the bridged 5′-UTR/CDS, bearing the Luc2 template extension, by additionally adding corresponding 500 nM Fw_5UTR primer, 500 nM Rev_Luc2_polyA primer, and 1× Q5 Reaction Buffer (NEB) to the final volume of 56.2 µL.

All other PCRs were performed using the Q5 high-fidelity DNA polymerase for amplifying NAD captureSeq cDNA with barcodes, as described^11^ and related dsDNA templates for in vitro translation assay, as linear templates from plasmids. Otherwise, *Taq* polymerase/Q5 high-fidelity DNA polymerase were employed to amplify 5′-UTR/CDS sequences from gDNA and from plasmids, obtained by using standard PCR procedures.

### Quantification

PAGE gel, APB gel, and TLC intensities were quantified using the ImageQuant software (GE Healthcare).

### Statistical analysis

All samples for NAD captureSeq, transcriptomics, UPLC-MS, RT-qPCR, and proteomics were prepared as biological triplicates. The outlined in vitro experiments, including NAD kinetics, RNA decapping kinetics, and in vitro translations, were performed as technical triplicates. Mean values (*n* ≥ 3) with SDs, and Student’s *t*-test (single-tail and double tail (only FCM data), unequal variance) was calculated by R/python. For NGS TSS switching relevant math, covariance with two variables, linear trend test, and corresponding *p*-values, as well as FDR value, were calculated using python scripts. For NGS NAD captureSeq, NAD-RNA enrichment and transcriptome differential expression analysis, DESeq2 was utilized, as described above.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

NGS raw data and analyzed files are available in the GEO repository under the GEO Accession: GSE146368. Proteomics raw data and analyzed files are deposited in the ProteomeXchange Consortium via the PRIDE repository: PXD017893. The data supporting the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Shatkin AJ (1976). Capping of eucaryotic mRNAs. Cell.

[2] Topisirovic I, Svitkin YV, Sonenberg N, Shatkin AJ (2011). Cap and cap-binding proteins in the control of gene expression. Wiley Interdiscip. Rev. RNA.

[3] Belasco JG (2010). All things must pass: contrasts and commonalities in eukaryotic and bacterial mRNA decay. Nat. Rev. Mol. Cell Biol..

[4] Cahová H, Winz ML, Höfer K, Nübel G, Jäschke A (2015). NAD captureSeq indicates NAD as a bacterial cap for a subset of regulatory RNAs. Nature.

[5] Frindert J (2018). Identification, biosynthesis, and decapping of NAD-capped RNAs in *B. subtilis*. Cell Rep..

[6] Morales-Filloy HG (2020). The 5′ NAD cap of RNAIII modulates toxin production in *Staphylococcus aureus* isolates. J. Bacteriol..

[7] Jiao X (2017). 5′ End nicotinamide adenine dinucleotide cap in human cells promotes RNA decay through DXO-mediated deNADding. Cell.

[8] Walters RW (2017). Identification of NAD^+^ capped mRNAs in *Saccharomyces cerevisiae*. Proc. Natl Acad. Sci. USA.

[9] Wang Y (2019). NAD^+^-capped RNAs are widespread in the Arabidopsis transcriptome and can probably be translated. Proc. Natl Acad. Sci. USA.

[10] Zhang H (2019). NAD tagSeq reveals that NAD^+^-capped RNAs are mostly produced from a large number of protein-coding genes in Arabidopsis. Proc. Natl Acad. Sci. USA.

[11] Winz ML (2017). Capture and sequencing of NAD-capped RNA sequences with NAD captureSeq. Nat. Protoc..

[12] Höfer K (2016). Structure and function of the bacterial decapping enzyme NudC. Nat. Chem. Biol..

[13] Zhang D (2016). Structural basis of prokaryotic NAD-RNA decapping by NudC. Cell Res..

[14] Xu W, Dunn CA, Bessman MJ (2000). Cloning and characterization of the NADH pyrophosphatases from *Caenorhabditis elegans* and *Saccharomyces cerevisiae*, members of a Nudix hydrolase subfamily. Biochem. Biophys. Res. Commun..

[15] Nübel G, Sorgenfrei FA, Jäschke A (2017). Boronate affinity electrophoresis for the purification and analysis of cofactor-modified RNAs. Methods.

[16] Baryshnikova A (2010). Synthetic genetic array (SGA) analysis in *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe*. Methods Enzymol..

[17] Grudzien-Nogalska E, Bird JG, Nickels BE, Kiledjian M (2018). “NAD-capQ” detection and quantitation of NAD caps. RNA.

[18] Nagalakshmi U (2008). The transcriptional landscape of the yeast genome defined by RNA sequencing. Science.

[19] Gilbert WV, Zhou K, Butler TK, Doudna JA (2007). Cap-independent translation is required for starvation-induced differentiation in yeast. Science.

[20] Rojas-Duran MF, Gilbert WV (2012). Alternative transcription start site selection leads to large differences in translation activity in yeast. RNA.

[21] McMillan, J., Lu, Z., Rodriguez, J. S., Ahn, T. H. & Lin, Z. YeasTSS: an integrative web database of yeast transcription start sites. *Database***2019** (2019).10.1093/database/baz048PMC648409331032841

[22] Zhang Z, Dietrich FS (2005). Mapping of transcription start sites in Saccharomyces cerevisiae using 5′ SAGE. Nucleic Acids Res..

[23] Hahn S, Hoar ET, Guarente L (1985). Each of three “TATA elements” specifies a subset of the transcription initiation sites at the CYC-1 promoter of Saccharomyces cerevisiae. Proc. Natl Acad. Sci. USA.

[24] Maicas E, Friesen JD (1990). A sequence pattern that occurs at the transcription initiation region of yeast RNA polymerase II promoters. Nucleic Acids Res..

[25] Lubliner S, Keren L, Segal E (2013). Sequence features of yeast and human core promoters that are predictive of maximal promoter activity. Nucleic Acids Res..

[26] Tome JM, Tippens ND, Lis JT (2018). Single-molecule nascent RNA sequencing identifies regulatory domain architecture at promoters and enhancers. Nat. Genet..

[27] Meijer HA (2013). Translational repression and eIF4A2 activity are critical for microRNA-mediated gene regulation. Science.

[28] Harlen, K. M. & Churchman, L. S. Subgenic Pol II interactomes identify region-specific transcription elongation regulators. *Mol. Syst. Biol*. **13**, 1–14 (2017).10.15252/msb.20167279PMC529315428043953

[29] Chang JH (2012). Dxo1 is a new type of eukaryotic enzyme with both decapping and 5′-3′ exoribonuclease activity. Nat. Struct. Mol. Biol..

[30] AbdelRaheim SR, Cartwright JL, Gasmi L, McLennan AG (2001). The NADH diphosphatase encoded by the *Saccharomyces cerevisiae* NPY1 nudix hydrolase gene is located in peroxisomes. Arch. Biochem. Biophys..

[31] Meurer M (2018). Genome-wide C-SWAT library for high-throughput yeast genome tagging. Nat. Methods.

[32] Bird JG (2018). Highly efficient 5′ capping of mitochondrial RNA with NAD^+^ and NADH by yeast and human mitochondrial RNA polymerase. Elife.

[33] Fukasawa Y (2015). MitoFates: improved prediction of mitochondrial targeting sequences and their cleavage sites. Mol. Cell. Proteomics.

[34] Morgenstern M (2017). Definition of a high-confidence mitochondrial proteome at quantitative scale. Cell Rep..

[35] Bird JG (2016). The mechanism of RNA 5′ capping with NAD^+^, NADH and desphospho-CoA. Nature.

[36] Vvedenskaya IO (2018). CapZyme-Seq comprehensively defines promoter-sequence determinants for RNA 5′ capping with NAD^+^. Mol. Cell.

[37] Bresson S, Tollervey D (2018). Surveillance-ready transcription: nuclear RNA decay as a default fate. Open Biol..

[38] Jiao X (2010). Identification of a quality-control mechanism for mRNA 5′-end capping. Nature.

[39] Kim M (2004). The yeast Rat1 exonuclease promotes transcription termination by RNA polymerase II. Nature.

[40] Kiledjian M, Zhou M, Jiao X (2012). Normal and aberrantly capped mRNA decapping. Enzymes.

[41] Xiang S (2009). Structure and function of the 5′->3′ exoribonuclease Rat1 and its activating partner Rai1. Nature.

[42] Doamekpor SK (2020). DXO/Rai1 enzymes remove 5′-end FAD and dephospho-CoA caps on RNAs. Nucleic Acids Res..

[43] Sharma S (2020). Mammalian Nudix proteins cleave nucleotide metabolite caps on RNAs. Nucleic Acids Res..

[44] Janke C (2004). A versatile toolbox for PCR-based tagging of yeast genes: new fluorescent proteins, more markers and promoter substitution cassettes. Yeast.

[45] Sikorski RS, Hieter P (1989). A system of shuttle vectors and yeast host strains designed for efficient manipulation of DNA in *Saccharomyces cerevisiae*. Genetics.

[46] Schiestl RH, Gietz RD (1989). High efficiency transformation of intact yeast cells using single stranded nucleic acids as a carrier. Curr. Genet..

[47] Knop M (1999). Epitope tagging of yeast genes using a PCR-based strategy: more tags and improved practical routines. Yeast.

[48] Collart MA, Oliviero S (2001). Preparation of yeast RNA. Curr. Protoc. Mol. Biol..

[49] Agresti, A. *Categorical Data Analysis* (Wiley, 2014).

[50] Khmelinskii A, Knop M (2014). Analysis of protein dynamics with tandem fluorescent protein timers. Methods Mol. Biol..

[51] Wu C, Sachs MS (2014). Preparation of a Saccharomyces cerevisiae cell-free extract for in vitro translation. Methods Enzymol..

[52] Joyce GF (2001). RNA cleavage by the 10-23 DNA enzyme. Methods Enzymol..

How the deposited data were processed for this re-analysis (not part of the article)

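The deposited data cover 96 libraries of 8 yeast strains, BY4742 (WT) and the 7 combinations of deletions of NPY1, DXO1 and RAI1, with 3 biological replicates per group. Of these, 72 are NAD captureSeq libraries with (+ADPRC) or without (−ADPRC) the enzyme, made from unfragmented RNA in all strains and from small and large fragments in WT and npy1Δ, and 24 are transcriptome libraries. The labels give 8 sequencing runs.

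The authors trimmed adapters, set very short reads apart, separated rRNA and tRNA reads, mapped the rest with bowtie to the Toronto assembly of BY4742 and deposited read counts per RNA and strand made with htseq-count, without normalization. For mRNAs the deposited counts cover a region around the translation start, here called the 5′ region, and for the transcriptome also the coding sequence. The deposited tables of comparisons hold, from the authors' DESeq2 runs, the log2 fold change of each RNA between 2 groups of normalized counts. The same tables hold the p-value of the authors' DESeq2 test and its adjusted form. They also hold the base mean, the authors' mean of DESeq2-normalized counts over the libraries compared. Each unit was tested on the files. All values of the passages were computed from the counts, and the authors' tables served to check labels and to count the authors' own calls. For the npy1Δ transcriptome the sample descriptions conflict, and the groups were settled from the base means in the authors' table.

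A capture table lists 7647 RNAs and the transcriptome table 7620, of which 6598 are mRNAs. Of the mRNAs, 5914 were matched to a locus of the RefSeq assembly, which differs from the authors' build and was used for gene names only. Counted reads per library range from 470978 to 29300164 in unfragmented (median 4731919), from 7820312 to 26362067 in small fragmented (median 11130533), from 5814668 to 33878538 in large fragmented (median 10080196.5) and from 4926021 to 17733417 in transcriptome libraries (median 6188446.5 over 5′ regions). Coding-sequence totals range from 23241152 to 43152924. rRNA and tRNA take 85.4% to 99.6% of the unfragmented reads, so the depth on mRNAs is far lower. Entries for rRNA precursors overlap those of the mature rRNAs, and their reads are counted in both. Reads carry no molecular identifiers, so counting intervals and floors cover counting error only and not PCR copies.

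Tests were made in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, TMM factors), with DESeq2 1.42.0 (Wald test) as an alternative and limma 3.58.1, on which edgeR depends. There were 12 comparisons of +ADPRC with −ADPRC libraries and 16 of transcriptomes, 7 of them against WT and the rest between mutants that differ by 1 deletion. An RNA was tested with a normalized base mean above 1. It was called enriched with a fold change above 1.414 and depleted with one below 0.707, at an unadjusted p below 0.05 as in the paper's legends, with adjusted p beside it. Transcripts were called changed at an adjusted p below 0.05 and an absolute log2 fold change above 2 or 0.5. Whether all +ADPRC libraries lie above all −ADPRC libraries was judged on counts scaled by TMM. Without control reads, a floor of 3 reads over the group gave a lower bound of the fold change. For groups of 3 libraries, read shares were compared with exact permutation tests.

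The NAD-modification ratio used mRNAs enriched in WT and npy1Δ with a transcriptome base mean above 100. Capture and transcriptome counts of both strains entered one edgeR model with library sizes equal to the totals over mRNA 5′ regions and the log of k, the paper's mass spectrometry signal, as an offset. The term for strain and library kind together was called at an adjusted p below 0.1. Differences in enrichment between npy1Δ and WT were tested with the same kind of term in the capture libraries. Ribosomal protein genes were recognised by name, and counted among the 250 most enriched RNAs, by fitted fold change and with control reads raised to at least 3 per group, with Fisher's exact test.

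Genes are named by a rule fixed before the data were examined: every gene the paper names for these assays, the 3 RNAs with the largest fold change in unfragmented WT among enriched RNAs with adjusted p below 0.05, a base mean above 10 and no overlap of the groups, the 3 most increased and the 3 most decreased transcripts of npy1Δ with adjusted p below 0.05, a base mean above 100 and no overlap, and the 3 enriched snoRNA, rRNA and tRNA species with the most reads in WT and npy1Δ. The headings of the source data of Fig. 1 were open before the rule was written but were not examined by gene. Other names are marked in the text as chosen after their values were seen.

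Results were recomputed with those of these settings that apply to them: DESeq2, RLE factors, total counts, no filter on low counts, filterByExpr, an adjusted limit, coding-sequence counts, all 24 transcriptome libraries in one fit, the replicate number as a block and each library left out. The ratio was also computed without k, with TMM factors, after subtraction of −ADPRC counts and with a line through the origin. Libraries were thinned at random to one total for the effect of depth, and also to equal mRNA reads within each treatment, with all RNAs of a library thinned by the same factor. All effects are given in the closing section.

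The procedure was tested on simulated data drawn with the library totals, mean counts and dispersions of the real libraries, with 200 RNAs changed. As many were raised as lowered, and in simulated WT captures all other RNAs were alike in both treatments. In the real unfragmented libraries 50.9% to 87.4% of tested RNAs were enriched, so these recoveries do not test the scaling there. Of 4-fold changes, 23.0% were recovered by adjusted p in unfragmented WT, 35.0% in small fragmented WT, 85.0% in the npy1Δ transcriptome (9.57% of its calls wrong) and 97.0% for the NAD ratio (11.0% wrong). Of 16-fold differences in enrichment, 20.5% were recovered. Replicate libraries were checked for copies: over 120 pairs none is identical, and the lowest chi-square per degree of freedom is 2.42.

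Very short reads, transcription start sites, motifs and read positions were left out because counts per RNA do not hold them. Gene Ontology terms were replaced by ribosomal protein genes. Mass spectrometry, protein and qRT-PCR measurements were not analysed beyond k. The largest fold change in rai1Δ and the number of ribosomal protein genes among the largest fitted fold changes of dxo1Δ npy1Δ are not reported here, so values of the latter under other settings stand without it.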

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

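The tests of normalization for most of the RNAs that differ, of sequencing depth on mRNAs and of reads shared between repeat copies, were chosen after the results were seen, as were all alternatives run for these results. The tests of sequencing depth by library totals, of normalization as the whole cause and of abundance, and the other splits of the libraries, were set before.

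Enrichment in unfragmented libraries differs between npy1Δ and WT for 404 of 4932 RNAs by an interaction test (edgeR, adjusted p below 0.05), 15 higher and 389 lower in npy1Δ. By unadjusted p, 930 (18.9%) differ. It is given here because the same contrast was tested to differ between strains. The median log2 difference over all RNAs is −1.52. Sequencing depth as the cause is excluded, since 281 RNAs differ with the 12 libraries thinned to 1568240 reads each. Sequencing depth on mRNAs is excluded too, since 311.4 differ (mean of 5 draws) with mRNA reads made equal within each treatment. Normalization as the whole cause stays open: 16 RNAs differ under RLE scaling, the lowest of the other scalings. Simulated counts gave 0 wrong calls by adjusted p among unchanged RNAs (edgeR), but with TMM scaling. None were simulated with RLE scaling, so the number to hold the 16 against is not known. Normalization does account for most of the RNAs: at most 38 differ under another scaling, by total counts, and only 12 under all 3. The median difference is then 0.19 (RLE) and 0.16 (total counts), so the direction is set by the scaling. Transcript abundance stays open as a part: across 4367 mRNAs the difference in enrichment follows the expression change with a Spearman rho of 0.317, beyond the limit of 0.3 set before. The result also rests on single libraries, with 43 RNAs without npy1Δ +ADPRC replicate 2, 67 without npy1Δ +ADPRC replicate 1, 263 without WT +ADPRC replicate 1 and at most 435. Chance cannot be excluded either, since 6 of 100 splits of the libraries, the real one included, gave a result as large. An effect of Npy1 on single RNAs stays open as the biological explanation and was not tested apart from these.

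Reads on Ty3 long terminal repeats are above the −ADPRC level in the triple mutant, 28.7 ± 5.32 against 1.52 ± 0.826 CPM (SD, n = 3), a factor of 18.8. It is given here because the signal is above its control and the main text of the paper gives long terminal repeat RNA only as one class, by its share of WT reads (legend of Fig. 1b). Of 27 such repeats tested, 14 were enriched, 13 by adjusted p. The factor is 22.8 in WT, 2.38 in npy1Δ, 47.9 in rai1Δ, 42.0 in dxo1Δ npy1Δ, 31.2 in dxo1Δ rai1Δ and 33.4 in rai1Δ npy1Δ, and for the other families in the triple mutant it is 4.44 (Ty1), 9.46 (Ty2) and 2.74 (Ty4). In dxo1Δ, with 156 reads against 3, no factor is given. Differences between strains were not tested. Normalization as the cause is excluded, since at least 18 repeats are enriched under DESeq2, RLE scaling and total counts. Whether 14 separate repeats carry the signal or a single source gives reads to many near-identical copies cannot be told apart, because the counts do not show which copy a read came from. Whether the RNAs carry an NAD cap, or come from one Ty3 element or more, was not tested.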

How the results depend on the processing

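The left-out libraries for overlaps, shares, correlations and ribosomal protein genes, and TMM and coding sequences for the correlation of ratio change with expression change, were chosen after the data were seen, as was the limit on control reads for the correlation of enrichment with abundance, which is not among the values counted below. All other alternatives were fixed before. Values in parentheses are those of the text. Of 458 values of 76 main results under another setting, 298 keep their direction and size within the limits used (1.5 times for a count, 1 SD between replicates for another value) and 160 do not, and none reversed. Of 516 values with a library left out, 408 stay. For 138 results on single genes, 818 of 888 values under another setting stay on their side of the limit, 37 fall short of it, 12 newly pass it, 4 move and 17 reverse, and with a library left out 915 of 960 stay and none reverses. Counts of transcripts changed 4-fold against WT stay under every setting but total counts (49 of 56 values).

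With DESeq2, enriched RNAs in large fragmented libraries number 158 (380) in WT and 193 (411) in npy1Δ. Enriched RNAs in small fragmented libraries number 129 (418) in WT and 213 (627) in npy1Δ. Depleted RNAs in large fragmented libraries number 206 (320) in npy1Δ. Depleted RNAs in small fragmented libraries number 107 (65) in WT. Depleted RNAs in unfragmented libraries number 32 (130) in WT, 140 (321) in dxo1Δ, 130 (349) in rai1Δ, 233 (465) in dxo1Δ npy1Δ and 106 (266) in rai1Δ npy1Δ. The mRNA share of reads on enriched RNAs (%) is 72.6 (86.2) in WT, 12.9 (36.6) in dxo1Δ, 50.1 (99.9) in rai1Δ, 15.9 (99.9) in dxo1Δ npy1Δ, 49.9 (98.2) in dxo1Δ rai1Δ, 47.6 (52.8) in rai1Δ npy1Δ and 97.5 (99.9) in dxo1Δ rai1Δ npy1Δ. The share (%) also enriched without fragmentation is 75.2 (67.9) in small fragments and 79.7 (71.3) in large fragments. Ribosomal protein genes in the top 250 number 38 (22) in npy1Δ, 68 (22) in rai1Δ, 53 in dxo1Δ npy1Δ, 59 (24) in dxo1Δ rai1Δ and 45 (7) in dxo1Δ rai1Δ npy1Δ. With DESeq2, transcripts changed above a log2 of 0.5 number 573 (913) for RAI1 deleted in dxo1Δ. With DESeq2, transcripts changed above a log2 of 2 number 0 (4) for NPY1 deleted in dxo1Δ rai1Δ, 0 (4) for DXO1 deleted in rai1Δ, 24 (43) for RAI1 deleted in dxo1Δ and 38 (60) for RAI1 deleted in dxo1Δ npy1Δ. In the comparisons with 0 calls, 9 transcripts for NPY1 in dxo1Δ rai1Δ and 20 for DXO1 in rai1Δ pass at an unadjusted p, and DESeq2's own filter on mean counts left each of them without an adjusted p. For the other values the cause was not tested.

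With RLE scaling, enriched RNAs in unfragmented libraries number 3987 (2634) in rai1Δ and 4719 (3096) in dxo1Δ npy1Δ. In both, TMM factors of replicate −ADPRC libraries lie far apart. They are 0.146, 0.791 and 1.45 in rai1Δ and 0.118, 2.54 and 0.133 in dxo1Δ npy1Δ. The mRNA shares of these libraries span only 0.197% to 0.254% and 0.102% to 0.128%. Factors of the triple mutant are also uneven (0.740, 1.40 and 0.161), and its count was 4296 (3200) under RLE. Depleted RNAs in small fragmented libraries number 127 (65) in WT and 394 (205) in npy1Δ. Depleted RNAs in unfragmented libraries number 33 (130) in WT, 144 (321) in dxo1Δ, 138 (349) in rai1Δ, 244 (465) in dxo1Δ npy1Δ and 127 (266) in rai1Δ npy1Δ. The cause was not tested.

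By total counts, enriched RNAs in large fragmented libraries number 736 (380) in WT and 1208 (411) in npy1Δ. Enriched RNAs in small fragmented libraries number 836 (418) in WT and 1305 (627) in npy1Δ. Enriched RNAs in unfragmented libraries number 4791 (3096) in dxo1Δ npy1Δ. Depleted RNAs in large fragmented libraries number 102 (204) in WT and 26 (320) in npy1Δ. Depleted RNAs in small fragmented libraries number 10 (65) in WT and 14 (205) in npy1Δ. Depleted RNAs in unfragmented libraries number 14 (130) in WT, 89 (563) in npy1Δ, 154 (321) in dxo1Δ, 124 (349) in rai1Δ, 175 (465) in dxo1Δ npy1Δ, 149 (398) in dxo1Δ rai1Δ, 135 (266) in rai1Δ npy1Δ and 282 (460) in dxo1Δ rai1Δ npy1Δ. Transcripts changed at least 4-fold against WT number 3061 (1908) in npy1Δ, 3462 (2225) in dxo1Δ, 3735 (2361) in rai1Δ, 3546 (2303) in dxo1Δ npy1Δ, 3478 (2192) in dxo1Δ rai1Δ, 3635 (2230) in rai1Δ npy1Δ and 3662 (2320) in dxo1Δ rai1Δ npy1Δ. By total counts, transcripts changed above a log2 of 0.5 number 265 (48) for DXO1 deleted in rai1Δ and 5 (8) for DXO1 deleted in rai1Δ npy1Δ. By total counts, transcripts changed above a log2 of 2 number 1 (2) for NPY1 deleted in rai1Δ and 8 (4) for DXO1 deleted in rai1Δ. Reversed log2 expression changes, npy1Δ over WT are LSM6 1.18 (−0.29), UBC7 1.46 (−0.0061), POR1 0.37 (−1.10), LSM7 0.85 (−0.60), MIG1 1.34 (−0.12), FMP52 0.80 (−0.67), TGL5 0.65 (−0.81), PGC1 0.017 (−1.44) and FET3 1.23 (−0.26). Scaling by totals leaves a shift common to most RNAs in place: the median log2 change of npy1Δ over WT is 1.50, against 0.030 with TMM. A small count here includes the deleted gene.

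Other scalings also move the split between directions by more than 10 points. Under DESeq2 the percentage enriched among called RNAs is 54.7 (86.5) in small fragmented WT, 42.5 (65.1) in large fragmented WT and 50.4 (75.4) in small fragmented npy1Δ. Under DESeq2 the percentage higher among transcripts changed above 0.5 is 25.0 (50.0) for NPY1 in rai1Δ. Under DESeq2 the percentage higher among transcripts changed above 2 is 66.7 (53.5) for RAI1 in dxo1Δ and 57.9 (46.7) for RAI1 in dxo1Δ npy1Δ. Under RLE the percentage enriched among called RNAs is 71.5 (86.5) in small fragmented WT and 54.7 (75.4) in small fragmented npy1Δ. Under total counts the percentage enriched among called RNAs is 98.8 (86.5) in small fragmented WT, 87.8 (65.1) in large fragmented WT, 97.8 (84.3) in unfragmented npy1Δ, 98.9 (75.4) in small fragmented npy1Δ and 97.9 (56.2) in large fragmented npy1Δ. Under total counts the percentage higher among transcripts changed 4-fold against WT is 88.7 (54.7) in npy1Δ, 89.1 (55.8) in dxo1Δ, 90.4 (57.0) in rai1Δ, 89.4 (55.4) in dxo1Δ npy1Δ, 89.4 (56.9) in dxo1Δ rai1Δ, 90.4 (56.3) in rai1Δ npy1Δ and 89.7 (56.4) in dxo1Δ rai1Δ npy1Δ. Under total counts the percentage higher among transcripts changed above 2 is 0 (50.0) for NPY1 in rai1Δ, 74.3 (63.9) for DXO1 in npy1Δ, 12.5 (25.0) for DXO1 in rai1Δ and 79.4 (65.9) for RAI1 in npy1Δ. Under total counts the percentage higher among transcripts changed above 0.5 is 33.3 (50.0) for NPY1 in rai1Δ, 85.2 (53.6) for NPY1 in dxo1Δ rai1Δ, 73.3 (49.7) for DXO1 in npy1Δ, 6.04 (41.7) for DXO1 in rai1Δ and 74.2 (51.3) for RAI1 in npy1Δ.

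At an adjusted p, enriched RNAs in large fragmented libraries number 57 (380) in WT and 119 (411) in npy1Δ. Enriched RNAs in small fragmented libraries number 32 (418) in WT and 172 (627) in npy1Δ. Depleted RNAs in large fragmented libraries number 25 (204) in WT and 24 (320) in npy1Δ. Depleted RNAs in small fragmented libraries number 6 (65) in WT and 10 (205) in npy1Δ. The share (%) also enriched without fragmentation is 90.6 (67.9) in small fragments and 89.5 (71.3) in large fragments. The Spearman correlation of the ratio change with the expression change is −0.223 (−0.208). The stricter limit itself lowers the counts.

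With filterByExpr, enriched RNAs in large fragmented libraries number 117 (380) in WT and 150 (411) in npy1Δ. Enriched RNAs in small fragmented libraries number 121 (418) in WT and 281 (627) in npy1Δ. Enriched RNAs in unfragmented libraries number 409 (1384) in WT, 1745 (3032) in npy1Δ, 1272 (3610) in dxo1Δ, 713 (2634) in rai1Δ, 1286 (3096) in dxo1Δ npy1Δ, 1821 (3689) in dxo1Δ rai1Δ, 726 (2746) in rai1Δ npy1Δ and 1661 (3200) in dxo1Δ rai1Δ npy1Δ. Depleted RNAs in large fragmented libraries number 151 (320) in npy1Δ. Depleted RNAs in unfragmented libraries number 366 (563) in npy1Δ. With filterByExpr, transcripts changed above a log2 of 2 number 2 (4) for NPY1 deleted in dxo1Δ rai1Δ, 121 (205) for DXO1 deleted in npy1Δ, 1 (2) for DXO1 deleted in rai1Δ npy1Δ, 162 (258) for RAI1 deleted in npy1Δ, 25 (43) for RAI1 deleted in dxo1Δ and 29 (60) for RAI1 deleted in dxo1Δ npy1Δ. This filter tests fewer RNAs, which by construction lowers the counts. Without a filter, depleted RNAs in small fragmented libraries number 104 (65) in WT. Without a filter, transcripts changed above a log2 of 0.5 number 79 (48) for DXO1 deleted in rai1Δ. The cause was not tested.

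With coding sequences, the overlap (%) of 4-fold changes between single mutants is 63.5 (55.5). With coding sequences, transcripts changed above a log2 of 0.5 number 1 (2) for NPY1 deleted in dxo1Δ, 7 (56) for NPY1 deleted in dxo1Δ rai1Δ, 1 (48) for DXO1 deleted in rai1Δ and 1 (8) for DXO1 deleted in rai1Δ npy1Δ. With coding sequences, transcripts changed above a log2 of 2 number 1 (2) for NPY1 deleted in rai1Δ, 1 (4) for NPY1 deleted in dxo1Δ rai1Δ, 1 (4) for DXO1 deleted in rai1Δ and 1 (2) for DXO1 deleted in rai1Δ npy1Δ. The median log2 change of the NAD-modification ratio is −1.29 (−1.95). The slope of the NAD-modification ratio is 0.293 (0.170). The Spearman correlation of the ratio change with the expression change is −0.278 (−0.208). Reversed log2 expression changes, npy1Δ over WT are LSM6 0.31 (−0.29), YJR112W-A −1.08 (0.47) and LSM7 0.75 (−0.60). The cause was not tested. In one fit of all 24 transcriptome libraries, transcripts changed above a log2 of 0.5 number 1 (4) for NPY1 deleted in rai1Δ, 2 (56) for NPY1 deleted in dxo1Δ rai1Δ, 17 (48) for DXO1 deleted in rai1Δ and 4 (8) for DXO1 deleted in rai1Δ npy1Δ. In one fit of all 24 transcriptome libraries, transcripts changed above a log2 of 2 number 1 (2) for NPY1 deleted in rai1Δ and 2 (4) for NPY1 deleted in dxo1Δ rai1Δ. Counts of 5 or fewer include the deleted gene.

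Without k, mRNAs with a changed NAD-modification ratio number 109 (637) decreased and 19 (3) increased. The median log2 change of the NAD-modification ratio is −0.29 (−1.95). The slope of the NAD-modification ratio is 0.539 (0.170). Among genes with an unadjusted p below 0.05 with k (edgeR), reversed log2 changes of the NAD-modification ratio are LSM6 0.47 (−1.19), ERG2 0.68 (−0.98), PGC1 0.22 (−1.45), ACT1 0.053 (−1.61) and CCW12 0.11 (−1.55). LSM7 1.25 (−0.42), RSM10 1.27 (−0.39), TGL5 0.84 (−0.82) and TIM10 0.86 (−0.80), above that p with and without k, also change sign. k is one factor on all ratios of a strain, so its removal shifts each log2 change by the same amount. With TMM in place of totals over mRNA regions, mRNAs with a changed NAD-modification ratio number 333 (637) decreased. The median log2 change of the NAD-modification ratio is −1.04 (−1.95). The slope of the NAD-modification ratio is 0.325 (0.170). The Spearman correlation of the ratio change with the expression change is −0.225 (−0.208). After subtraction of the −ADPRC counts, the median log2 change of the NAD-modification ratio is −2.28 (−1.95). The slope of the NAD-modification ratio is 0.153 (0.170). For a line through the origin the slope of the NAD-modification ratio is 0.207 (0.170). Over all tested RNAs rho of enrichment with abundance is −0.0177 (−0.131), and over 297 enriched mRNAs with more than 3 control reads it reverses to 0.191. For these the cause was not tested.

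Over all reads, the mRNA share of reads on enriched RNAs (%) is 1.53 (86.2) in WT, 9.09 (99.1) in npy1Δ, 3.93 (36.6) in dxo1Δ, 7.24 (99.9) in rai1Δ, 3.82 (99.9) in dxo1Δ npy1Δ, 5.67 (98.2) in dxo1Δ rai1Δ, 7.99 (52.8) in rai1Δ npy1Δ and 4.02 (99.9) in dxo1Δ rai1Δ npy1Δ. The larger denominator accounts for this. When ranked by +ADPRC reads, ribosomal protein genes in the top 250 number 8 (13) in WT, 78 (22) in npy1Δ, 95 (55) in dxo1Δ, 95 (22) in rai1Δ, 93 in dxo1Δ npy1Δ, 101 (24) in dxo1Δ rai1Δ and 95 (7) in dxo1Δ rai1Δ npy1Δ. The cause was not tested.

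Replicate numbers do not pair the samples by the data: in 0 of 12 capture and 0 of 16 transcriptome comparisons do all replicate pairs correlate above 0.1. A fit with the replicate block moved 15 of 52 results. With the replicate block, enriched RNAs in unfragmented libraries number 739 (1384) in WT, 1849 (3032) in npy1Δ, 1540 (2634) in rai1Δ, 1204 (3096) in dxo1Δ npy1Δ and 1818 (3200) in dxo1Δ rai1Δ npy1Δ. Depleted RNAs in large fragmented libraries number 115 (204) in WT. Depleted RNAs in small fragmented libraries number 41 (65) in WT. Depleted RNAs in unfragmented libraries number 320 (563) in npy1Δ, 24 (349) in rai1Δ, 13 (465) in dxo1Δ npy1Δ and 151 (460) in dxo1Δ rai1Δ npy1Δ. With the replicate block, transcripts changed above a log2 of 0.5 number 16 (4) for NPY1 deleted in rai1Δ and 103 (56) for NPY1 deleted in dxo1Δ rai1Δ. With the replicate block, transcripts changed above a log2 of 2 number 10 (4) for NPY1 deleted in dxo1Δ rai1Δ and 8 (4) for DXO1 deleted in rai1Δ. The block uses up degrees of freedom, so a call lost under it is not a smaller effect. 

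Leaving out one library at a time gives these ranges. Enriched RNAs in unfragmented libraries number from 920 to 1568 in WT, 1975 to 3294 in npy1Δ, 1151 to 3116 in rai1Δ and 1835 to 3043 in dxo1Δ npy1Δ. Depleted RNAs in large fragmented libraries number from 122 to 255 in WT and 127 to 505 in npy1Δ. Depleted RNAs in small fragmented libraries number from 44 to 115 in WT and 106 to 279 in npy1Δ. Depleted RNAs in unfragmented libraries number from 71 to 149 in WT, 157 to 327 in dxo1Δ, 118 to 468 in rai1Δ and 121 to 298 in rai1Δ npy1Δ. The mRNA share of reads on enriched RNAs (%) is from 73.2 to 85.9 in WT, 98.2 to 99.4 in npy1Δ, 16.5 to 37.4 in dxo1Δ, 95.781 to 99.961 in rai1Δ, 99.902 to 99.991 in dxo1Δ npy1Δ, 97.0 to 98.3 in dxo1Δ rai1Δ, 50.3 to 53.5 in rai1Δ npy1Δ and 97.7 to 99.9 in dxo1Δ rai1Δ npy1Δ. The share (%) also enriched without fragmentation is from 50.7 to 74.9 in small fragments and 52.6 to 77.9 in large fragments. Ribosomal protein genes in the top 250 number from 7 to 14 in WT, 20 to 58 in rai1Δ and 6 to 22 in dxo1Δ rai1Δ npy1Δ. Transcripts changed above a log2 of 0.5 number from 1 to 7 for NPY1 deleted in dxo1Δ, 1 to 5 for NPY1 deleted in rai1Δ, 3 to 255 for NPY1 deleted in dxo1Δ rai1Δ, 3 to 238 for DXO1 deleted in rai1Δ, 1 to 48 for DXO1 deleted in rai1Δ npy1Δ and 596 to 1036 for RAI1 deleted in dxo1Δ. Transcripts changed above a log2 of 2 number from 1 to 2 for NPY1 deleted in dxo1Δ, 1 to 2 for NPY1 deleted in rai1Δ, 1 to 12 for NPY1 deleted in dxo1Δ rai1Δ, 2 to 11 for DXO1 deleted in rai1Δ and 1 to 2 for DXO1 deleted in rai1Δ npy1Δ. RNAs enriched in all 3 single mutants number from 1046 to 2327. The slope of the NAD-modification ratio is from 0.141 to 0.179. Spearman correlations are from −0.232 to −0.102 for enrichment with abundance and from −0.239 to −0.155 for the ratio change with the expression change.

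Libraries whose omission moves a count more than 1.5 times are these. Without +ADPRC replicate 1, enriched RNAs in unfragmented WT fall to 920, and in npy1Δ to 1975, with 1980 without +ADPRC replicate 3. Without +ADPRC replicate 2 they fall to 1151 in rai1Δ and to 1835 in dxo1Δ npy1Δ. Depleted RNAs fall to 71 in unfragmented WT without −ADPRC replicate 1 and to 77 without −ADPRC replicate 2, and to 118 and 141 in rai1Δ without +ADPRC replicates 1 and 3. In dxo1Δ they fall to 157 without +ADPRC replicate 1, and in rai1Δ npy1Δ to 121 without +ADPRC replicate 2, and likewise without replicate 3. In small fragmented libraries depleted RNAs reach 115 in WT without +ADPRC replicate 1 and fall to 131 and 106 in npy1Δ without +ADPRC replicates 1 and 2. In large fragmented libraries they fall to 122 in WT and 127 in npy1Δ without −ADPRC replicate 3, and reach 505 in npy1Δ without +ADPRC replicate 1. Ribosomal protein genes in the top 250 fall to 7 in WT and reach 58 in rai1Δ without −ADPRC replicate 1, and reach 12 in dxo1Δ npy1Δ and 22 in the triple mutant without −ADPRC replicate 3. They reach 12 in dxo1Δ npy1Δ without −ADPRC replicate 1 as well and 8 without +ADPRC replicate 2, 37 in rai1Δ without +ADPRC replicate 1, and 13, 13 and 15 in the triple mutant without +ADPRC replicates 1, 2 and 3. RNAs enriched in all 3 single mutants fall to 1046 without +ADPRC replicate 2 of rai1Δ. Above a log2 of 0.5, NPY1 deletion in dxo1Δ rai1Δ reaches 255 without dxo1Δ rai1Δ replicate 3 and 91 without triple mutant replicate 3, while each other library left out brings it to 3 to 6. DXO1 deletion in rai1Δ reaches 238 without dxo1Δ rai1Δ replicate 3 and 233 without rai1Δ replicate 1, and falls to 3 to 6 without dxo1Δ rai1Δ replicate 1 or 2 or rai1Δ replicate 2 or 3. In rai1Δ npy1Δ it reaches 48 without rai1Δ npy1Δ replicate 1 and falls to 1 to 4 without its replicate 2 or triple mutant replicate 1 or 2. RAI1 deletion in dxo1Δ falls from 913 to 596 without dxo1Δ rai1Δ replicate 2. NPY1 deletion in dxo1Δ reaches 6 without dxo1Δ npy1Δ replicate 3 and 7 without dxo1Δ replicate 3, and falls to 1 without dxo1Δ replicate 1 or 2. NPY1 deletion in rai1Δ falls to 1 or 2 without any rai1Δ library or rai1Δ npy1Δ replicate 2 or 3. Above a log2 of 2, NPY1 deletion in dxo1Δ reaches 2 without replicate 3 of either strain, and in rai1Δ it falls to 1 without any rai1Δ library or rai1Δ npy1Δ replicate 3. Above it, NPY1 deletion in dxo1Δ rai1Δ reaches 12 without dxo1Δ rai1Δ replicate 3 and falls to 1 or 2 without its replicate 1 or 2 or triple mutant replicate 1 or 2. Above it, DXO1 deletion in rai1Δ reaches 11 without dxo1Δ rai1Δ replicate 3 and falls to 2 without its replicate 1, and in rai1Δ npy1Δ to 1 without rai1Δ npy1Δ replicate 2. The cause was not tested. A group then has 2 libraries, and their spread is pooled with that of the other group.

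In counts simulated at the depth of unfragmented WT, 23.0% of 4-fold changes were recovered by adjusted p and 50.0% by unadjusted p, against 85.0% by adjusted p in the transcriptome. Small calls in fragmented libraries (35.0% recovered) depend on the limit chosen. No alternative was left without a run.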

Differences from the paper's values

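Unless marked as chosen after the values were seen, the alternatives named were set before the data were examined, as was leaving out single libraries, and alternatives not named do not reach the paper's value. Comparisons use edgeR unless DESeq2 is named.

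In small fragmented WT libraries the paper reports 145 enriched RNAs, against 418 here. DESeq2 (129) and filterByExpr (121) come within 1.5 times of it, while RLE factors, total counts, no filter, the adjusted limit, the replicate block and each library left out do not. In large fragmented WT libraries the paper's number is 200, against 380. DESeq2 (158) and leaving out +ADPRC replicate 1 (292) reach it, and the others do not. For npy1Δ the paper's numbers are 242 in small fragments, against 627, and 226 in large fragments, against 411. In small fragments DESeq2 (213), filterByExpr (281) and the adjusted limit (172) reach it, and in large fragments DESeq2 (193) and leaving out +ADPRC replicate 1 (274). The other alternatives do not. The authors' deposited DESeq2 tables, read with the paper's limits, give the paper's numbers for all 4.

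In unfragmented WT the paper's share of snoRNA reads is 9.6% and that of rRNA 7.1%, against 0% and 11.8% here. For snoRNA no alternative reaches it (DESeq2 gives 14.7%). For rRNA DESeq2 (10.3%) does, while the adjusted limit and all reads as denominator do not. The paper counts 2 snoRNA species, and edgeR calls 0, by unadjusted as by adjusted p. DESeq2 calls 3, snR35, snR4 and snR81, within 1.5 times of the paper. The paper's share of mRNA reads is 59.1% in npy1Δ, against 99.1% here, and 63% in the triple mutant, against 99.9%. The paper's shares include very short reads, which the counts do not hold. Without those reads, a denominator chosen after the values were seen, the paper's own numbers give 99.0% and 96.9%, close to those here, so the difference lies in the denominator. In WT they then give 8.16% for rRNA and 11.0% for snoRNA, within 1.5 times of the 11.8% here and of the 14.7% with DESeq2.

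For the NAD-modification ratio the paper reports 1013 RNAs decreased and 164 increased in npy1Δ, against 637 and 3 here (TNA1, ADH2 and MET30, named after their values were seen). The sets differ: only 667 mRNAs were tested here, so that the 1013 decreases could not be reached under any alternative. For the increases none reaches 164. Without k the numbers are 109 and 19. The paper's slope is 0.61, against 0.170. Without k it is 0.539, within the paper's range, while TMM factors, coding sequences, subtraction of −ADPRC counts and a line through the origin do not bring it there. A line through the origin without k, a combination chosen after seeing the values, gives 0.655, within it as well.

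The counts of Fig. 5b differ as follows. For NPY1 deletion in dxo1Δ above a log2 of 0.5 the paper has about 25 in Fig. 5b, read by eye, against 2 here (NPY1 and YGL069C), and no alternative reaches it. In rai1Δ the paper has about 1 above 2 and about 43 above 0.5 in Fig. 5b, read by eye, against 2 (NPY1 and tL(CAA)N) and 4 (also YIR043C and YLR154W-E). Above 2, total counts, coding sequences, all 24 libraries in one fit and leaving out rai1Δ npy1Δ replicate 3 or any rai1Δ replicate reach it. Above 0.5 none does. In dxo1Δ rai1Δ the paper has about 1 and about 120 in Fig. 5b, read by eye, against 4 (NPY1, tL(CAA)N, YLR154W-E and TOP3) and 56. Coding sequences (NPY1 alone) and leaving out dxo1Δ rai1Δ replicate 2 reach the first. No filter (82), the replicate block (103) and leaving out triple mutant replicate 3 (91) reach the second.

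For DXO1 deletion in npy1Δ the paper has about 110 above 2 in Fig. 5b, read by eye, against 205, and DESeq2 (160) and filterByExpr (121) reach it. In rai1Δ it has about 1 above 2 and about 220 above 0.5 in Fig. 5b, read by eye, against 4 (DXO1, CTS2, TEL02R and YLR154W-E) and 48. Coding sequences (DXO1 alone) reach the first, and total counts (265) and leaving out dxo1Δ rai1Δ replicate 3 (238) or rai1Δ replicate 1 (233) the second. In rai1Δ npy1Δ it has about 1 and about 71 in Fig. 5b, read by eye, against 2 (DXO1 and CTS2) and 8. filterByExpr, coding sequences and leaving out rai1Δ npy1Δ replicate 2 reach the first, and leaving out rai1Δ npy1Δ replicate 1 (48) the second. For RAI1 deletion above 2, the paper has about 130 in npy1Δ, about 15 in dxo1Δ and about 15 in dxo1Δ npy1Δ in Fig. 5b, read by eye, against 258, 43 and 60. filterByExpr (162) reaches the first, and no alternative reaches the others. Names outside the genes the paper discusses were chosen after their values were seen.

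The authors' deposited tables reach the counts of Fig. 5b when read at an unadjusted p, a reading chosen after seeing the values. Above 0.5 they then give 25 and 44 for NPY1 deletion in dxo1Δ and rai1Δ and 119 in dxo1Δ rai1Δ, and 219 and 71 for DXO1 deletion in rai1Δ and rai1Δ npy1Δ. Above 2 they give 109 for DXO1 and 134 for RAI1 deletion in npy1Δ, and 15 for RAI1 deletion in each of dxo1Δ and dxo1Δ npy1Δ. At an adjusted p, those tables have 18 for NPY1 in dxo1Δ rai1Δ and 42 for DXO1 in rai1Δ above 0.5.

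Some genes and rankings differ as well. Of the genes from the earlier study, the paper finds LSM6 and UBC7 in the small fragmented library. Both were called here, with log2 fold changes of 1.94 and 2.26, and so were COX2 (1.17) and YJR112W-A (1.96). Of the 18 genes of Fig. 4c, the paper has 16 decreased and LSM7 and RSM10 increased. With k all 18 are lower here, 14 of them at an unadjusted p below 0.05 (edgeR). LSM7 (−0.42, p = 0.567) and RSM10 (−0.39, p = 0.618) are not among these, so no direction is set against the paper's. Without k the values of these 2 are 1.25 and 1.27, with 11 of the 18 lower. The paper finds the top enriched RNAs of all mutants to cluster as translation. By ribosomal protein genes among the 250 largest fitted fold changes this holds in 5 mutants (npy1Δ, dxo1Δ, rai1Δ, dxo1Δ rai1Δ and rai1Δ npy1Δ), while the triple mutant has 7 and dxo1Δ npy1Δ no excess (adjusted p = 0.191, Fisher's exact test). These ranks rest on fitted values that the prior count sets where control reads are missing, so they are not held against the paper. With control reads raised to at least 3 per group, a ranking chosen after the values were seen, the triple mutant has 76 and dxo1Δ npy1Δ 82. Enriched sets from DESeq2 give 45 and 53, and ranking by +ADPRC reads 95 and 93.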

Other observations

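For the WT transcriptome, all tests but that of growth state were chosen after the result was seen. For enrichment in the mutants, the tests of sequencing run and of sequencing depth on mRNAs were chosen after it. The test of sequencing depth by library totals and the other splits of the libraries were set before.

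The WT transcriptome stands apart from those of all 7 mutants. The sequencing run is excluded as the cause for npy1Δ, since 1908 transcripts change at least 4-fold within the run it shares with WT. For the other mutants it is excluded as the main cause, since at most 258 transcripts change 4-fold between npy1Δ and a double mutant of the other run. A few RNAs that take most of the counts do not explain it, since at least 1736 transcripts change 4-fold in npy1Δ with mRNAs alone, RLE scaling, total counts or coding sequences. Preparation of the transcriptome libraries is excluded by the small fragmented −ADPRC libraries, made by another protocol, whose change from WT to npy1Δ follows that of the transcriptome with a rho of 0.919 across mRNAs. Wrong strain labels are excluded, since NPY1, DXO1 and RAI1 each have at least 89 coding-sequence reads in every WT library. Chance values of the shared WT libraries are excluded, since 1553 transcripts change 4-fold in all 3 single mutants and simulated unchanged strains give 0.

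Another growth state of the WT cultures fits the values. The prediction, set before, was that genes of beta-oxidation, the tricarboxylic acid cycle and storage carbohydrates are higher and RNA polymerase I subunits lower in WT. The median log2 change of npy1Δ over WT is −4.47 for beta-oxidation, −2.91 for the tricarboxylic acid cycle, −2.28 for glycogen and trehalose metabolism and 4.79 for RNA polymerase I, each beyond 95% of 10000 random lists matched on expression. Proteasome subunits, with no prediction, have −0.12. By total counts the median of all RNAs shifts from 0.030 to 1.50, the medians of the lists are −3.06, −1.44, −0.83 and 6.25, and that of the proteasome turns to 1.35. These lists fit WT cells closer to the end of growth on glucose than the mutants. The paper's Methods, however, give a single culture density for collecting cells. Its proteome comparison found very few proteins that differ between WT and npy1Δ. If they hold for these cultures, both argue against another growth state of WT. An effect common to the deletions cannot be told apart from it, because each deletion was compared with the same 3 WT cultures: the changes of npy1Δ and rai1Δ against WT have a rho of 0.920. Whether the deletions themselves change the growth state was not tested.

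More RNAs are enriched in every mutant than in WT in unfragmented libraries. Sequencing depth is excluded as the cause, since after thinning to one total the lowest mutant, dxo1Δ, still has 1193 enriched RNAs, against 474 in WT (means of 5 draws). Sequencing depth on mRNAs is excluded too: with 29995 mRNA reads in each +ADPRC and 1162 in each −ADPRC library on average, the lowest mutant, npy1Δ, has 857.8, against 315.4 in WT. Sequencing run is excluded for npy1Δ, which has 3032 in the run of WT. For the other 6 mutants it stays open, because their −ADPRC libraries, from other runs, hold at most 0.297% mRNA reads, a lower background than in WT, and run and strain cannot be told apart. An effect of the deletions stays open as well and was not tested apart from the run.

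The libraries of each comparison were also split in other ways to see whether the real grouping gives the largest result. With 3 and 3 libraries there are only 10 splits, too few for the splits alone to exclude chance. The real split alone gave the largest result (1 of 10) in all 12 capture comparisons, in the 7 comparisons of transcriptomes with WT and in 15 of the 18 counts for a further deletion. For NPY1 deletion in dxo1Δ, 2 of 10 splits gave as many changes above a log2 of 2 and 5 of 10 as many above 0.5, and for DXO1 deletion in rai1Δ npy1Δ 3 of 10 above 0.5. For the NAD-modification ratio with k, 1 of 100 splits, the real one, gave as many changed mRNAs. k is a constant that followed the strain labels in each split and carries most of these calls, so this split result is not held against chance in the sequencing. Without k, 13 of 100 splits gave as many, and chance cannot be excluded.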
